# Identification of dendritic cell precursor from the CD11c^+^ cells expressing high levels of MHC class II molecules in the culture of bone marrow with FLT3 ligand

**DOI:** 10.3389/fimmu.2023.1179981

**Published:** 2023-11-29

**Authors:** Hyunju In, Ji Soo Park, Hyun Soo Shin, Seul Hye Ryu, Moah Sohn, Wanho Choi, Sejung Park, Soomin Hwang, Jeyun Park, Lihua Che, Tae-Gyun Kim, Min Kyung Chu, Hye Young Na, Chae Gyu Park

**Keywords:** antigen presentation, bone marrow cells, cell differentiation, cultured cells, dendritic cells, FLT3 ligand, GM-CSF, precursor cells

## Abstract

Dendritic cells (DCs) are readily generated from the culture of mouse bone marrow (BM) treated with either granulocyte macrophage-colony stimulating factor (GM-CSF) or FMS-like tyrosine kinase 3 ligand (FLT3L). CD11c^+^MHCII^+^ or CD11c^+^MHCII^hi^ cells are routinely isolated from those BM cultures and generally used as *in vitro*-generated DCs for a variety of experiments and therapies. Here, we examined CD11c^+^ cells in the BM culture with GM-CSF or FLT3L by staining with a monoclonal antibody 2A1 that is known to recognize mature or activated DCs. Most of the cells within the CD11c^+^MHCII^hi^ DC gate were 2A1^+^ in the BM culture with GM-CSF (GM-BM culture). In the BM culture with FLT3L (FL-BM culture), almost of all the CD11c^+^MHCII^hi^ cells were within the classical DC2 (cDC2) gate. The analysis of FL-BM culture revealed that a majority of cDC2-gated CD11c^+^MHCII^hi^ cells exhibited a 2A1^-^CD83^-^CD115^+^CX_3_CR1^+^ phenotype, and the others consisted of 2A1^+^CD83^+^CD115^-^CX_3_CR1^-^ and 2A1^-^CD83^-^CD115^-^CX_3_CR1^-^ cells. According to the antigen uptake and presentation, morphologies, and gene expression profiles, 2A1^-^CD83^-^CD115^-^CX_3_CR1^-^ cells were immature cDC2s and 2A1^+^CD83^+^CD115^-^CX_3_CR1^-^ cells were mature cDC2s. Unexpectedly, however, 2A1^-^CD83^-^CD115^+^CX_3_CR1^+^ cells, the most abundant cDC2-gated MHCII^hi^ cell subset in FL-BM culture, were non-DCs. Adoptive cell transfer experiments in the FL-BM culture confirmed that the cDC2-gated MHCII^hi^ non-DCs were precursors to cDC2s, i.e., MHCII^hi^ pre-cDC2s. MHCII^hi^ pre-cDC2s also expressed the higher level of DC-specific transcription factor Zbtb46 as similarly as immature cDC2s. Besides, MHCII^hi^ pre-cDC2s were generated only from pre-cDCs and common DC progenitor (CDP) cells but not from monocytes and common monocyte progenitor (cMoP) cells, verifying that MHCII^hi^ pre-cDC2s are close lineage to cDCs. All in all, our study identified and characterized a new cDC precursor, exhibiting a CD11c^+^MHCII^hi^CD115^+^CX_3_CR1^+^ phenotype, in FL-BM culture.

## Introduction

Antigen presenting cells (APCs) such as dendritic cells (DCs) and macrophages (Macs) are important players mediating innate3and adaptive immunity. Particularly, DCs are potent professional APCs that can stimulate naive T cells to proliferate and differentiate efficiently (1–3). Classical DCs (cDCs) are derived from common DC progenitor (CDP) cells via pre-cDCs, while plasmacytoid DCs (pDCs) develop from both CDPs and common lymphoid progenitor (CLP) cells (4). CDPs and common monocyte progenitor (cMoP) cells are derived from monocyte and DC progenitor (MDP) cells (5, 6). Monocytes, originating from cMoPs, can also be converted into DCs, i.e., monocyte-derived DCs (Mo-DCs) by *in vitro* treatment with granulocyte macrophage-colony stimulating factor (GM-CSF) and IL-4 as well as during inflammatory conditions *in vivo* (7).

CD11c^+^ DCs efficiently develop after culture of bone marrow (BM) with GM-CSF or FLT3 ligand (FLT3L) for 6 to 10 days (8–10), which has been widely used as *in vitro*-generated BM-derived DCs (BM-DCs) in various experiments. Apparently, however, not all the CD11c^+^ cells generated from those BM cultures are a homogeneous population. In the BM culture with GM-CSF (GM-BM culture), DCs and Macs are abundantly found among the CD11c^+^ cells. While MDPs, cMoPs, and monocytes differentiate into both DCs and Macs, CDPs preferentially generate DCs in GM-BM culture (11). Meanwhile, in the CD11c^+^ cells generated from the BM culture with FLT3L (FL-BM culture), a variety of DC subsets such as pDCs, classical type 1 DCs (cDC1s) and cDC2s are found (10).

2A1 is one of the monoclonal antibodies (mAbs) generated by early efforts to produce new reagents that specifically detected DCs in GM-BM culture as well as in lymphoid tissues *in situ* (8, 12–15). The cells detected by mAb 2A1, i.e., 2A1^+^ cells are abundantly present in the T cell rich regions of lymph nodes, spleen, and Peyer’s patch, suggesting that 2A1 marks a subset of DCs closely located near T cells in lymphoid tissues (16–18). Analysis of GM-BM culture also revealed that only the MHCII^hi^ cells were detected by mAb 2A1 (8, 14). Based on those observations, 2A1^+^ DCs have been considered as activated or mature DCs (19). However, unlike other well-characterized surface markers for DCs, publications examining 2A1^+^ DCs have been rare because mAb 2A1 recognizes an unknown antigen localized intracellularly in DCs. As a result, the function of 2A1 antigen (hereafter 2A1) in DCs is still unknown.

Here, we set out to examine the expression of 2A1 in CD11c^+^ cells from GM-BM and FL-BM cultures. All the DCs in GM-BM culture (GM-DCs) highly expressed 2A1, whereas only small fractions of cDC-gated cell subsets in FL-BM culture were 2A1^+^. In FL-BM culture, most of those 2A1^+^ cells were found within the cells gated for cDC2 subset expressing high levels of MHC class II molecules (MHCII^hi^), and more than a half of CD11c^+^MHCII^hi^ cDC2-gated cells were 2A1^-^. Up to now, together with GM-DCs, CD11c^+^MHCII^+^ cells in FL-BM culture have been widely used as *in vitro*-generated DCs (20–22). Surprisingly, however, we found only a half of the CD11c^+^MHCII^hi^ cells in FL-BM culture were DCs. The remaining half of the CD11c^+^MHCII^hi^ cells in FL-BM culture were not DCs but DC precursor cells which were poor at antigen presentation. In this report, we identified and characterized a novel DC precursor population, which displayed a CD11c^+^MHCII^hi^CD115^+^CX_3_CR1^+^ phenotype, in FL-BM culture.

## Materials and methods

### Animals

C57BL/6 mice were purchased from the Orient Bio (Seongnam, Korea). C57BL/6-Tg(TcraTcrb)1100Mjb/J (OT-1), B6.Cg-Tg(TcraTcrb)425Cbn/J (OT-2), B6.SJL-Ptprc^a^Pepc^b^/BoyJ (CD45.1), and B6.129S6(C)-*Zbtb46^tm1.1Kmm^*/J (*Zbtb46*-gfp) mice were obtained from the Jackson Laboratory (Bar Harbor, ME). CD45.1^+^ OT-1 and CD45.1^+^ OT-2 mice were bred in house. Animal care and experiments were carried out according to the guidelines and protocols set and approved by the Institutional Animal Care and Use Committee of the Yonsei University College of Medicine (approval numbers 2016-0040, 2017-0001, 2019-0024, 2019-0180, 2020-0003, 2021-0010).

### Cells, antibodies, and reagents

Chinese hamster ovary (CHO) cells were purchased from GIBCO (CHO-S cells; Thermo Fisher Scientific, Waltham, MA). Cells were cultured in DMC7 medium (23, 24) composed of DMEM containing L-glutamine, high glucose, and pyruvate (HyClone, Logan, UT) supplemented with 7% fetal bovine serum (FBS; HyClone) and 1× solutions of non-essential amino acids (HyClone), antibiotic-antimycotic (HyClone), and primocin (InvivoGen, San Diego, CA). The following fluorochrome-conjugated mAbs were purchased from BioLegend (San Diego, CA): anti-CD3 (17A2), anti-CD4 (GK1.5), anti-CD8a (53-6.7), anti-CD11b (M1/70), anti-CD11c (N418), anti-CD14 (Sa14-2), anti-CD16/32 (93), anti-CD19 (6D5), anti-CD24 (M1/69), anti-CD45.1 (A20), anti-CD45.2 (104), anti-B220/CD45R (RA3-6B2), anti-TCRβ (H57-597), anti-TCR Vα2 (B20.1), anti-CD62L (MEL-14), anti-CD64 (X54-5/7.1), anti-CD80 (16-10A1), anti-CD83 (Michel-19), anti-CD86 (GL-1), anti-CD103 (2E7), anti-CD115 (AFS98), anti-CD117 (2B8), anti-CD135 (A2F10), anti-CD172α (P84), anti-CD205/DEC205 (NLDC145), anti-CD206 (C068C2), anti-CD301a (LOM-8.7), anti-CD301b (URA-1), anti-CCR9 (CW-1.2), anti-PD-1 (2F.1A12), anti-PD-L1 (10F.9G2), anti-PD-L2 (TY25), anti-BTLA (6A6), anti-CCR2 (475301), anti-CCR3 (J073E5), anti-CCR7 (4B12), anti-CXCR5 (L138D7), anti-CX3CR1 (SA011F11), anti-CD370/Clec9a/DNGR1 (7H11), anti-H-2 (anti- MHCI; M1/42), anti-I-A/I-E (anti-MHCII; M5/114.15.2), anti-H2-K^b^ bound to SIINFEKL (25-D1.16), anti-NK1.1 (PK136), anti-CD49b (DX5), anti-Ly6C (HK1.4), anti-Ly6G (1A8), anti-Gr1 (RB6-8C5), anti-F4/80 (BM8), anti-TER119 (TER-119), and anti-CD209a (MMD3). Anti-CD209b (22D1) was purchased from from Invitrogen (Carlsbad, CA). Anti-Zbtb46 (U4-1374) antibody was purchased from BD Biosciences (San Jose, CA). CellTrace™ CFSE and CellTrace™ violet (CTV) Cell Proliferation Kits and LIVE/DEAD™ Fixable Yellow, Blue, and Far Red Dead Cell Stain Kits were purchased from Thermo Fisher Scientific (Seoul, Korea) and used according to the manufacturer’s instructions. FITC-conjugated ovalbumin (FITC-OVA) was purchased from Invitrogen. Fluoresbrite^®^ yellow green microsphere (YGM) beads (1.00 μm; Polysciences, Warrington, PA) were purchased and sterilized by washing according to the manufacturer’s instruction. Ovalbumin (OVA, grade V) and lipopolysaccharide (LPS) were purchased from Sigma-Aldrich (St. Louis, MO). Mouse GM-CSF and FLT3L were produced and purified in house as described previously (23, 24).

### Antibody purification and labeling

Supernatants were collected from the mAb hybridoma cultures of 2A1 and L5 (an isotype control for 2A1) (25) in DMC7 medium and filtrated before purification by affinity chromatography with protein G bead (Pierce, Rockford, IL; GE Healthcare, Piscataway, NJ). For those hybridoma cultures, DMC7 medium was prepared with ultra-low IgG FBS (Thermo Fisher Scientific) to remove bovine IgG and increase the purity of those mAbs (**Supplementary Figure 1**). Then, mAbs were concentrated using Amicon^®^ Ultra-4 Centrifugal Filter (Millipore, Burlington, MA) before quantification. Purified mAbs were fluorescently labeled using Alexa Fluor™ 488 Antibody Labeling Kit (Invitrogen) or Alexa Fluor™ 647 Antibody Labeling Kit (Invitrogen) according to the manufacturer’s instructions.

### Bone marrow culture

Mice were euthanized by asphyxiation in a CO_2_ chamber. Bone marrow cells were isolated from femurs and tibias of C57BL/6 mice at 8-14 weeks of age under sterile conditions, as described (9, 26–28), with some modifications. Briefly, femurs and tibias were detached from mice and purified from the surrounding muscle tissue by rubbing with sterile gauze followed by disinfecting in 70% ethanol for 3 minutes and washing with fresh DMEM (8). Next, the marrow was isolated from the bones by flushing using a syringe with a 23-gauge needle and disintegrated by vigorous pipetting. After lysing erythrocytes with RBC lysis buffer (BioLegend), single cell suspension of BM cells was generated by sieving through cell strainers (100 μm; SPL Life Sciences, Pocheon, Korea), counted, and cultured at 1×10^6^ cells per well for GM-BM culture or at 2×10^6^ cells per well for FL-BM culture in DMC7 medium containing GM-CSF or FLT3L with 24-well tissue culture plates for 8-10 days, as described previously (26, 27, 29). Specifically, 0.5 μg/ml of GM-CSF and 10 μg/ml of FLT3L were used for GM-BM and FL-BM cultures, respectively. During the culture, half of the medium in each well was carefully removed and replenished with fresh DMC7 medium containing GM-CSF or FLT3L every 2 days until harvest for use in subsequent experiments.

### Flow cytometry

Single cell suspension was prepared from mouse tissues or cultures and incubated with Fc receptor blocking mAb 2.4G2 for 20 minutes at 4°C followed by washing with FACS buffer (DPBS containing 2% FBS, 2mM EDTA, and 0.1% sodium azide). Then, cells were incubated with appropriate cocktails of fluorochrome-conjugated mAbs and dead cell staining dye for 30 minutes at 4°C. For intracellular staining, cells were stained for surface markers before fixation and permeabilization followed by staining intracellular molecules according to the manufacturer’s instructions (Fixation Buffer/Intracellular Staining Permeabilization Wash Buffer, BioLegend). Multiparameter analysis of each sample was performed on LSRFortessa™ flow cytometer (BD Biosciences) and flow cytometric isolation of cells was performed on BD FACSAria™ II cell sorter (BD Biosciences) at the Flow Cytometry Core Facility of the Yonsei University College of Medicine. Collected data were analyzed with FlowJo software (BD Biosciences).

### Treatment of TLR agonists

Graded doses of LPS (Sigma-Aldrich) were added into BM cultures at culture day 8. After 18 hours of incubation, cells were harvested, washed, and analyzed using flow cytometry. LPS at a final concentration of 1 μg/ml was used for *in vitro* stimulation of DCs unless otherwise noted. BM cultures at day 8 were also treated with CpG (1 μM of ODN 2216; TLRGRADE^®^, Enzo Life Science, Farmingdale, NY) or poly I:C HMW (1 μg/ml; InvivoGen) for 18 hours.

### Antigen uptake

Cultures of BM were treated with FITC-labeled OVA (100 μg/ml) or YGM beads (0.000675%) for 1 hour at 37°C or at 4°C as control. Then, each sample was washed twice with cold DMEM before being stained with appropriate reagents for flow cytometric analysis as described above.

### Generation of CHO cells expressing OVA antigens intracellularly

CHO/OT.EGFP cells, stable CHO cell-lines expressing OVA antigens, were generated as described previously (30–32). In brief, a cDNA construct encoding the open reading frame of OT.EGFP (GenBank accession number OR405547) expressing a fusion protein between enhanced green fluorescent protein (EGFP) and OVA antigen epitope peptides (i.e., OT-1 and OT-2) were cloned by PCR, sequenced, and inserted into the pCMV mammalian expression vector (Clontech, TaKaRa Bio, Shiga, Japan). Then, the stable CHO cells were generated by transfection with pCMV- OT.EGFP by Lipofectamine™ 2000 reagent (Thermo Fisher Scientific) followed by selection of G418 (1.5 mg/ml) in DMC7 medium.

### Antigen presentation and T cell proliferation

Assays for antigen presentation and T cell proliferation were performed as described previously (33). In brief, APCs were pulsed with 100 μg/ml of OVA on culture plates at 37°C for 30 minutes before being harvested by gentle pipetting and washing. Then, specific populations of APCs were isolated with flow cytometric sorter as described above. The enrichment of naive CD8^+^ OT-1 and CD4^+^ OT-2 T cells from the splenocytes of OT-1 and OT-2 mice respectively were described previously (33, 34). Naive OT-1 and OT-2 T cells were labeled with CFSE or CTV at 37°C for 10 minutes and washed with DPBS. Then, T cells (2.5×10^4^) were cultured with graded doses of APCs in 96-well round-bottom cell culture plates with DMC7 medium containing 57.2 μM β-mercaptoethanol (Sigma-Aldrich) for 3-5 days. The proliferation of T cells was assessed by the dilution of CFSE or CTV. Unpulsed APCs were co-cultured with OT-1 or OT-2 T cells in the presence of OVA (10 μg/ml) with/without LPS (1 μg/ml). For the cross-presentation assays with cell-associated antigens, 2.5×10^4^ CTV-labeled naive CD8^+^ OT-1 T cells were co-cultured with APCs plus heat-treated control CHO cells or CHO/OT.EGFP cells (1×10^5^ cells/well) for 4 days. Apoptotic CHO cells were prepared by treatment with heat at 45°C for 30 minutes. Then, the heat-treated CHO cells were plated in 24-well plates overnight before being used in the subsequent co-culture experiments. For the maturation of FL-cDC1s, media containing 20 ng/ml of GM-CSF were used for the co-culture of APCs and T cells.

### Detection of MHC class I molecules complexed with OVA epitope peptide pOT-1

At culture day 7 or 8, FL-BM culture were incubated in the presence of 100 μg/ml of endotoxin-free OVA (EndoFit Ovalbumin, InvivoGen) or 1 μg/ml of OT-1 peptide (pOT-1, SIINFEKL) for 18 hours at 37°C. For a control, 1 μg/ml of pOT-1 was added on culture for 1 hour on ice. To determine the surface levels of H2-K^b^ bound to pOT-1, cells were incubated with mAb 25-D1.16 on ice for 30 min, washed, and then analyzed by flow cytometry.

### Culture of BM precursor and progenitor cells

CDPs were isolated by gating for MHCII^-^CD3^-^CD11b^-^CD11c^-^CD19^-^CD49b^-^Sca-1^-^Ly6C^-^Ly6G^-^B220^-^IL-7Rα^-^CD115^+^CD117^+^CD135^+^ cells (11, 35, 36); pre-cDCs were isolated by gating for MHCII^-^CD3^-^CD11b^-^CD19^-^CD49b^-^CD115^-^CD117^-^Sca-1^-^Ly6C^-^Ly6G^-^CD11c^+^CD135^+^ cells (37, 38); cMoPs were isolated by gating for MHCII^-^CD3^-^CD11b^-^CD11c^-^CD19^-^CD49b^-^CD135^-^Sca-1^-^NK1.1^-^B220^-^TER119^-^Ly6G^-^CD16/32^+^CD34^+^CD115^+^CD117^+^Ly6C^+^ cells (5, 11, 39); monocytes were isolated by gating for MHCII^-^CD3^-^CD11c^-^CD19^-^CD49b^-^CD135^-^CD117^-^Sca-1^-^NK1.1^-^Ly6G^-^CD11b^+^CD115^+^Ly6C^hi^ cells (5, 11). Each population of precursor or progenitor cells were isolated from the BM of CD45.2 mice with a flow cytometric cell sorter and cultured at the densities of 5×10^3^ for CDPs, 2×10^4^ for pre-cDCs, 1×10^4^ for cMoPs, and 1×10^5^ for monocytes, respectively, per well where whole BM cells from CD45.1 mice were co-cultured as filler cells at a density of 2×10^6^ per well in DMC7 medium containing FLT3L for 6 or 8 days. LPS (1 μg/ml) was added into the culture at day 5. After 18 hours of LPS treatment, cells were harvested for flow cytometric analysis.

### Microscopic analysis

On the day 8 or 9 of BM culture, cells were harvested by gentle pipetting and stained with appropriate fluorochrome-conjugated antibodies. Each subset of the cells was isolated according to the appropriate gating strategies. Then, the isolated cells were cultured with DMC7 medium containing GM-CSF or FLT3L in 96- or 48-well flat-bottom cell culture plates overnight. Phase-contrast observations of cultures were made by means of eclipse TS100 microscope (Nikon, Tokyo, Japan) at 600× magnification. Before staining, 1×10^5^ cells were prepared on slides by cytocentrifugation (Cytospin 4, Thermo scientific) at 650 rpm for 5 minutes. For Giemsa staining, cells were visualized by Diff-Quik (Sysmex, Kobe, Japan) staining of cytospin preparations. The images were acquired with IX73 fluorescent inverted microscopes (Olympus, Tokyo, Japan). Data analysis was conducted using ImageJ.

### Transmission electron microscopy

Cells were fixed with 2% Glutaraldehyde and 2% Paraformaldehyde in 0.1M phosphate buffer (pH 7.4) for 12 hours; washed with 0.1M phosphate buffer; post-fixed with 1% OsO4 in 0.1M phosphate buffer for 2 hours; dehydrated with a series of ascending ethanol (50, 60, 70, 80, 90, 95, 100, and 100%) for 10 minutes each; infiltrated with propylene oxide for 10 minutes. Then, specimens were embedded with a Poly/Bed 812 kit (Polysciences) and polymerized in an electron microscope oven (TD-700, DOSAKA, Japan) at 65°C for 12 hours. The block was cut with a diamond knife in the ultramicrotome into 200 nm semi–thin section and stained toluidine blue for observation of optical microscope. The region of interest was then cut into 80 nm thin sections using the ultramicrotome, placed on copper grids, double stained with 3% uranyl acetate for 30 minutes and 3% lead citrate for 7 minutes, and imaged with a transmission electron microscopy (JEM-1011, JEOL, Tokyo, Japan) at the acceleration voltage of 80 kV equipped with a Megaview III CCD camera (Soft Imaging System, Germany).

### RNA sequencing and analysis

Cell subsets in the BM cultures were stained and sorted according to the suitable gating strategies as described above. Total RNA was extracted twice for each cell subset by MiniBEST universal RNA extraction kit (TaKaRa Bio) from at least 1×10^5^ cells. However, while cDC1-gated cells were fewer than 20% of the total cDC-gated cells in FL-BM culture, the number of CD83^+^ cDC1s were significantly less than 10% of the cDC1-gated cells. As a result, we were able to obtain an enough amount and high quality of RNAs only once after many trials and errors of sorting the live CD83^+^ cDC1s from FL-BM culture. Subsequent RNA sequencing (RNA-seq) procedure and analysis were performed by Macrogen (Seoul, Korea) as follows. Reverse transcription of mRNA and generation of cDNA library were carried out with SMARTer Ultra low input RNA library kit. Sequencing was performed with Illumina NovaSeq (Illumina, San Diego, CA). The raw reads from the sequencer were preprocessed to remove low quality and adapter sequence before analysis to align the processed reads to the *Mus musculus (mm10)* using HISAT v2.1.0. After alignment, StringTie v1.3.4d was used to measure the relative abundances of genes in FPKM (Fragments Per Kilobase of exon per Million mapped fragments). Multidimensional scaling method was used to visualize the similarities among samples. The larger the dissimilarity between two samples, the further apart the points representing the experiments in the picture should be. Euclidean distance was applied as the measure of dissimilarity. Hierarchical clustering analysis was also performed using complete linkage and Euclidean distance as a measure of similarity to display the expression patterns of differentially expressed transcripts which were satisfied with |fold change|≥2. Data analysis and visualization of differentially expressed genes was conducted using GraphPad Prism 8 (GraphPad Software, La Jolla, CA) R 3.5.1 (https://www.r-project.org), Multiple Experiment Viewer software (MeV), and Morpheus software (https://software.broadinstitute.org/morpheus). Venn diagram analysis was performed using the InteractiVenn website (http://www.interactivenn.net). Enrichment analyses were performed with GSEA software (Broad Institute) on the gene set curated in the Molecular Signature Database (MSigDb).

### Statistical analysis

Experiments with multiplicate samples were analyzed for statistical comparisons between different groups using with ANOVA and unpaired Student’s *t*-test using GraphPad Prism 5 (GraphPad Software, La Jolla, CA). Statistical significance is denoted by the *p* values equal or below 0.05 (*), 0.01 (**), and 0.001 (***). Data were plotted for graphs with GraphPad Prism 5 and GraphPad Prism 8.

## Results

### 2A1^+^ cells are significantly generated in both GM-BM and FL-BM cultures

Highly pure mAb 2A1 was prepared (**Supplementary Figure 1**) and the detection of 2A1 required the permeabilization of cells to stain with the mAb (**Supplementary Figure 2**) indicating the intracellular localization of 2A1, as reported previously (8). We examined the expression of 2A1 among the cells in GM-BM and FL-BM cultures at various time points (**Figures 1A, B**; **Supplementary Figure 3**). 2A1^+^ cells were hardly found in the BM, but became readily detectable among the MHCII^hi^ cells of both GM-BM and FL-BM cultures in 2 to 3 days after the culture. After a week of culture, around 15% of the CD11c^+^ cells in GM-BM culture and around 10% of CD11c^+^ cells in FL-BM culture became 2A1^+^.

**Figure 1:**
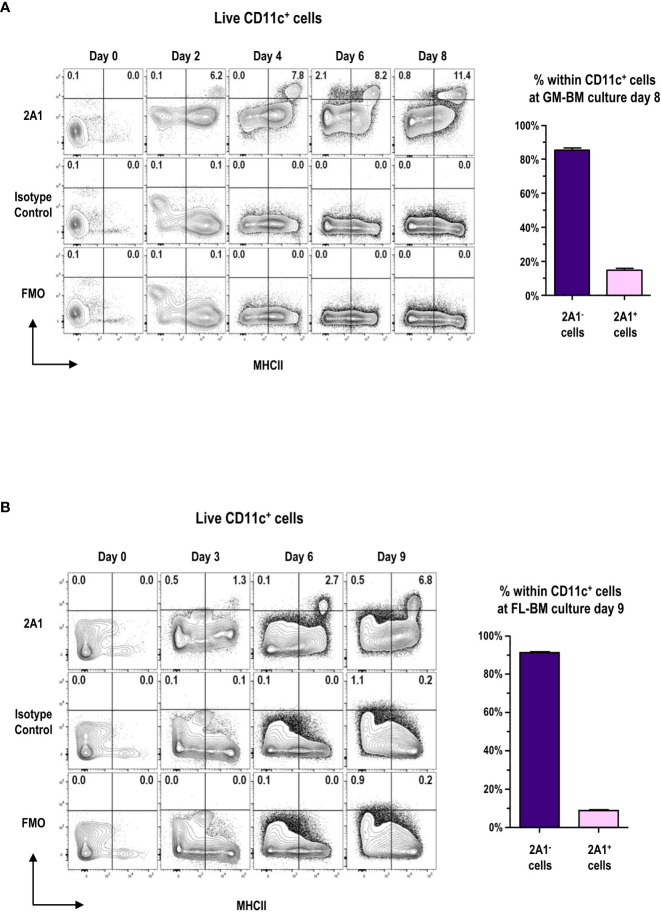
Expression of 2A1 antigen in GM-BM and FL-BM cultures. **(A)** Representative flow cytograms show kinetic change in the expression of 2A1 from CD11c^+^ cells in GM-BM culture for 8 days (left panels). Distribution of 2A1^-^ and 2A1^+^ cells within CD11c^+^ cells at day 8 of GM-BM culture (right graph). Flow cytograms are representative from 3 independent experiments. Graph is shown in mean ± SEM (n = 10). **(B)** Representative flow cytograms show kinetic change in the expression of 2A1 from CD11c^+^ cells in FL-BM culture for 9 days (left panels). Distribution of 2A1^-^ and 2A1^+^ cells within CD11c^+^ cells at day 9 of FL-BM culture (right graph). Flow cytograms are representative from 3 independent experiments. Graph is shown in mean ± SEM (n = 10).

### 2A1^+^ Cells are within the DC gate and cells within the DC gate are 2A1^+^ in GM-BM culture

CD11c^+^ cells in GM-BM culture (**Supplementary Figure 4**) are grouped into CD11b^hi^MHCII^int/lo^ GM-Macs (Macs in GM-BM culture) and CD11b^int^MHCII^hi^ GM-DCs (11). When the 2A1^+^ cells were backgated on those two populations in GM-BM culture, virtually all the 2A1^+^ cells were within the GM-DC gate (**Figure 2A**). Conversely, virtually all the cells within the GM-DC gate in GM-BM culture were 2A1^+^ (**Figure 2B**; **Supplementary Figure 5**). In addition to 2A1, GM-DCs expressed higher levels of CD80, CD83, and CD86; GM-Macs exhibited higher levels of CD115, CX_3_CR1, and CCR9 (**Figure 2B**; **Supplementary Figure 5**).

**Figure 2:**
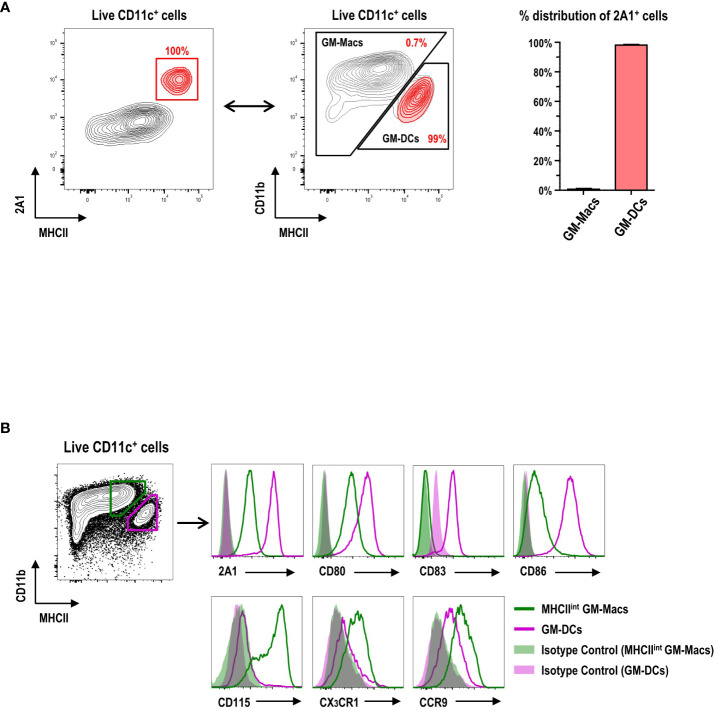
Expression of 2A1 and surface molecules in GM-DCs and GM-Macs. **(A)** Gating strategy (left panel) identifies 2A1^+^ cells (red contours) in CD11c^+^ cells at day 8 of GM-BM culture. 2A1^+^ cells (red contours in left panel) are backgated in an MHCII versus CD11b contour plot of live-gated CD11c^+^ cells (black contours in middle panel), indicating 2A1^+^ cells within the GM-DC gate. Graph (right panel) shows % distribution of 2A1^+^ cells between GM-Macs and GM-DCs. Representative flow cytograms are from 10 independent experiments. Graph is shown in mean ± SEM (n = 10). **(B)** Flow cytometric analysis of 2A1 and surface molecules in MHCII^int^ GM-Macs (green) and GM-DCs (purple) at day 8 of GM-BM culture. Filled histograms for isotype controls of the mAbs against the respective molecules. Representative flow cytograms are from at least 4 independent experiments.

### 2A1^+^ cells are mostly present within the cDC gate in FL-BM culture

CD11c^+^ cells in FL-BM culture (**Supplementary Figure 6**) are grouped into B220^+^MHCII^-^ pDCs, B220^-^MHCII^+^CD24^lo/+^CD172α^-^ cDC1s, and B220^-^MHCII^+^CD24^lo/-^CD172α^+^ cDC2s (10). Virtually all the 2A1^+^ cells were MHCII^hi^ cells within the cDC gate in FL-BM culture (**Figures 3A, B**), and most of those 2A1^+^ cells were evidently within the cDC2 gate because most of the MHCII^hi^ cells in FL-BM culture were within the cDC2 gate (**Figures 3A, B**). We then characterized the surface markers of 2A1^+^ cells in comparison to 2A1^-^ cells within the cDC gates (**Figures 3C–F**; **Supplementary Figure 7**). The 2A1^+^ cells expressed higher levels of CD80, CD83, and CD86 but lower levels of CD115, CX_3_CR1, and CCR9 than the 2A1^-^ cells. Especially in MHCII^hi^ cDCs, the 2A1^+^ cells could be distinguished from the 2A1^-^ cells by the high expression of CD83 and the low expressions of CD115 and CX_3_CR1 (**Figures 3C, D**). All in all, these results indicate that the 2A1^+^ cells in FL-BM culture possess the mature DC phenotype. Indeed, all the 2A1^+^ cells within the cDC1 gate exhibited the MHCII^hi^CD83^+^CD115^-^CX_3_CR1^-^ phenotype, while all the 2A1^-^ cells within the cDC1 gate showed the MHCII^lo^CD83^-^CD115^-^CX_3_CR1^-^ phenotype (**Figure 3E**). However, the 2A1^-^ cells within the cDC2 gate from FL-BM culture displayed either CD83^-^CD115^+^CX_3_CR1^+^ or CD83^-^CD115^-^CX_3_CR1^-^ phenotypes, although all the 2A1^+^ cells within the cDC2 gate exhibited the CD83^+^CD115^-^CX_3_CR1^-^ phenotype (**Figure 3F**). Interestingly, both 2A1^-^CD83^-^CD115^+^CX_3_CR1^+^ and 2A1^+^CD83^+^CD115^-^CX_3_CR1^-^ populations in the cDC2 gate were abundantly present in MHCII^hi^ cells of the FL-BM culture.

**Figure 3:**
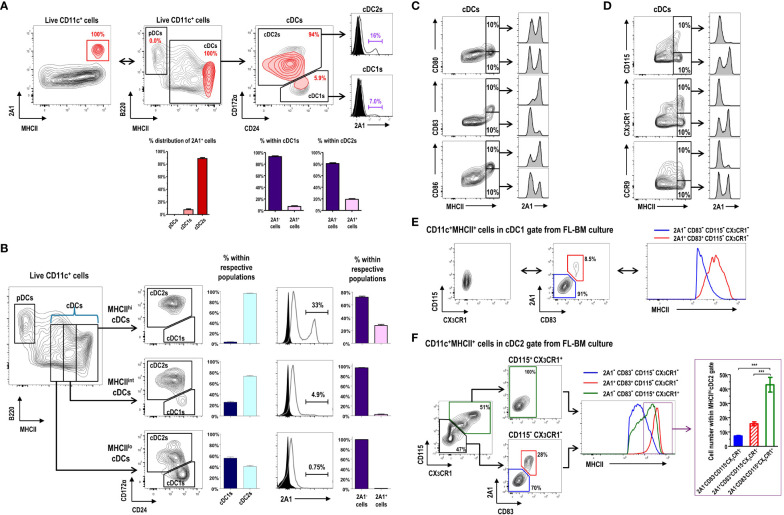
Expression of 2A1 reveals heterogeneous populations of the CD11c^+^MHCII^+^ cDC-gated cells in FL-BM culture. **(A)** Gating strategy identifying 2A1^+^ cells (red contours) in CD11c^+^ cells at day 9 of FL-BM culture (upper left panel). 2A1^+^ cell population (red contours) is backgated in an MHCII versus B220 contour plot of live-gated CD11c^+^ cells (black contours), indicating 2A1^+^ cells within the cDC1 and cDC2 gates (upper middle and right panels). Distribution of 2A1^+^ cells among DC subsets (lower left graph). Distribution of 2A1^-^ and 2A1^+^ cells within cDC1s or cDC2s (lower right graphs). Graphs are shown in mean ± SEM (n = 11) from 5 independent experiments. **(B)** Gating strategies and distributions indicating cDC1 and cDC2 populations within MHCII^lo^, MHCII^int^, or MHCII^hi^ cDC subsets at day 9 of FL-BM culture (left panels and graphs). Distributions of 2A1^-^ and 2A1^+^ cells within cDC1s or cDC2s (right panels and graphs). Graphs are shown in mean ± SEM (n = 13) from 6 independent experiments. Flow cytometric analysis of 2A1 according to the expression levels of positively **(C)** or negatively **(D)** correlating surface molecules in the MHCII^hi^ cDC gate. Flow cytometric analysis of MHCII correlating to the expression levels of 2A1, CD83, CD115, and CX_3_CR1 in the cDC1-gated **(E)** and cDC2-gated **(F)** cells from FL-BM culture. Distribution of cells among three subsets in the MHCII^hi^ cDC2 gate [purple box in right histogram in **(F)**] are shown [lower graph in purple box in **(F)**]. Representative flow cytograms are based on 3 independent experiments. Graph is shown in mean ± SEM (n = 8). ***p ≤ 0.001; one-way ANOVA test.

### MHCII^hi^ cDC2-gated cells in FL-BM culture are functionally and morphologically heterogeneous

Currently, CD11c^+^MHCII^+^ or CD11c^+^MHCII^hi^ cells in FL-BM culture are widely used as *in vitro*-generated DCs (20–22). Since most of the CD11c^+^MHCII^hi^ cells in FL-BM culture were within the cDC2 gate (**Figures 3A, B**) and those CD11c^+^MHCII^hi^ cells consisted of CD83^-^CD115^+^CX_3_CR1^+^, CD83^-^CD115^-^CX_3_CR1^-^, and CD83^+^CD115^-^CX_3_CR1^-^ subpopulations (**Figure 3F**), we set out to characterize the DC features of each subpopulation within the MHCII^hi^ cDC2 gate. As described above, the expression of 2A1 is faithfully correlated with the expression of CD83 among the cDC2-gated CD11c^+^MHCII^hi^ cell subsets in FL-BM culture. Besides, the detection of 2A1 requires the permeabilization of cells and intracellular staining which prevents and complicates the analysis of live cells. Henceforth, we utilized the cell-surface staining markers for the identification of each cell subsets in FL-BM culture. To assess the functional capacity of DCs to prime and expand T cells, naive T cells were isolated from OVA-specific TCR (i.e., CD8^+^ OT-1 and CD4^+^ OT-2) transgenic mice and used as responders to each MHCII^hi^ cDC2-gated subpopulation isolated from the OVA-pulsed FL-BM culture. In the co-cultures of graded doses of each MHCII^hi^ subpopulation with naive OVA-specific T cells, MHCII^hi^CD83^+^CD115^-^CX_3_CR1^-^ cells were far superior APCs for CD8^+^ OT-1 T cells to MHCII^hi^CD83^-^CD115^+^CX_3_CR1^+^ and MHCII^hi^CD83^-^CD115^-^CX_3_CR1^-^ cells (**Figure 4A**), while both MHCII^hi^CD83^+^CD115^-^CX_3_CR1^-^ and MHCII^hi^CD83^-^CD115^-^CX_3_CR1^-^ cells were much better APCs for CD4^+^ OT-2 T cells than MHCII^hi^CD83^-^CD115^+^CX_3_CR1^+^ cells (**Figure 4B**). Therefore, only the MHCII^hi^CD83^-^CD115^+^CX_3_CR1^+^ cDC2-gated cells exhibited the poor antigen presentation to naive T cells on both MHCI and MHCII pathways. Also, MHCII^hi^CD83^-^CD115^+^CX_3_CR1^+^ cDC2-gated cells survived most poorly in the co-culture with OVA-specific T cells (**Supplementary Figure 8**). Meanwhile, unlike cDC1s isolated from the spleen (**Supplementary Figure 9B**), cDC1s in FL-BM culture were poor at cross-presenting both soluble OVA and cell-associated OVA antigens to CD8^+^ OT-1 T cells (**Figure 4A**; **Supplementary Figure 9A**) indicating that cDC1s in FL-BM culture require an additional maturation stimulus, such as treatment with GM-CSF (**Supplementary Figure 9C**), to acquire cross-presentation capacity (40, 41).

**Figure 4:**
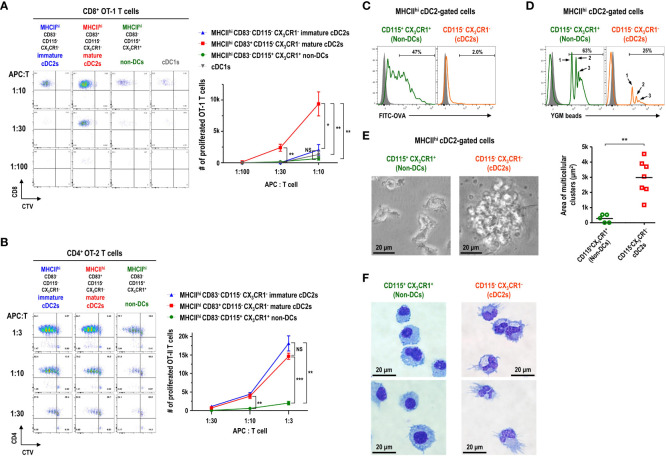
CD11c^+^MHCII^hi^ cDC2-gated cells in FL-BM culture are functionally and morphologically heterogeneous. **(A, B)** Antigen presentation to OVA-specific TCR transgenic naive T cells by CD11c^+^MHCII^+^ cDC-gated cell subpopulations. CD11c^+^MHCII^+^ cell subsets are isolated as APCs from FL-BM culture (at day 9) after being pulsed with OVA (100 μg/ml) for 30 minutes. Proliferation of CTV-labeled naive splenic CD8^+^ OT-1 **(A)** and CD4^+^ OT-2 **(B)** T cells are assessed following co-culture with graded doses of the respective APCs. Representative flow cytograms are from 5 independent experiments. Graphs are shown in mean ± SEM (n = 4). *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; NS, not significant; two-way ANOVA test. In FL-BM culture (at day 9), CD11c^+^MHCII^hi^ cDC2-gated cell subpopulations are analyzed by flow cytometry after being pulsed with **(C)** soluble antigen FITC-OVA (100 μg/ml) or **(D)** particulate antigen YGM beads (0.000675%) for 1 hour at 37°C (open histograms) or at 4°C (closed histograms). Representatives flow cytograms are from 4 independent experiments. **(E)** Morphologies (left panels) of CD11c^+^MHCII^hi^ cDC2-gated cell subsets isolated from FL-BM culture (at day 9) and cultured overnight (magnification, 400×; scale bars, 20 μm). Graph (right) shows the area of cell clusters which consist of more than 2 cells. Bars indicate the mean of clusters (n = 5 for non-DCs; n = 7 for cDC2s). **p ≤ 0.01; Welch’s *t*-test. Data are collected from 3 independent experiments. **(F)** Wright-Giemsa stain of CD11c^+^MHCII^hi^ cDC2-gated cell subsets. Representatives are from 4 independent experiments.

Then, the antigen uptake ability of MHCII^hi^ subpopulations was examined from the FL-BM culture pulsed with soluble FITC-OVA or particulate 1 μm YGM beads. The MHCII^hi^CD115^+^CX_3_CR1^+^ cells were much better capable of taking up soluble antigens (**Figure 4C**) as well as phagocytosing particulate microbeads (**Figure 4D**) than the MHCII^hi^CD115^-^CX_3_CR1^-^ cells in FL-BM culture. Although the MHCII^hi^CD83^-^CD115^+^CX_3_CR1^+^ cDC2-gated cells expressed high levels of MHC class I molecules (MHCI) on surface (**Supplementary Figure 10**) and took up antigens efficiently (**Figures 4C, D**), the MHCII^hi^CD83^-^CD115^+^CX_3_CR1^+^ cDC2-gated cells were poor at processing OVA antigen and presenting OT-1 peptide epitope on MHCI (**Supplementary Figure 10**). DCs are considered as professional APCs with low endocytic and phagocytic capacities, as compared to other mononuclear phagocytes (7, 26, 42–44). Therefore, MHCII^hi^ cDC2-gated cells in the FL-BM culture likely consist of 2A1^-^CD83^-^CD115^-^CX_3_CR1^-^ immature cDC2s, 2A1^+^CD83^+^CD115^-^CX_3_CR1^-^ mature cDC2s, and 2A1^-^CD83^-^CD115^+^CX_3_CR1^+^ non-DCs.

Particular morphology is one of the key features that characterize distinct types of hematopoietic cells (24, 26, 29, 33). In the overnight culture of MHCII^hi^ cDC2-gated cells isolated from FL-BM culture, the individual morphologies of each subpopulation were examined. As expected, CD115^-^CX_3_CR1^-^ cDC2s illustrated the large clusters of non-adherent cells with noticeably long cellular processes or dendrites (**Figures 4E, F**), a typical morphology of DCs (7, 33, 45). In contrast, CD115^+^CX_3_CR1^+^ non-DCs were devoid of the morphology and clustering of DCs (**Figures 4E, F**). Besides, CD115^-^CX_3_CR1^-^ cDC2s exhibited the typical electron microscopic features of DCs (12, 46–48) that the irregularly shaped nuclei possessed a dense rim of heterochromatin and small nucleoli; the cytoplasm comprised many scattered mitochondria, short slips of rough endoplasmic reticulum, few electron-dense membrane-bound lysosomes but many electron-lucent vesicles including multivesicular bodies of varying size in the Golgi region (**Supplementary Figure 11**), while CD115^+^CX_3_CR1^+^ non-DCs displayed more frequent electron-dense membrane-bound lysosomes (**Supplementary Figure 12**).

### Gene expression profiles indicate that MHCII^hi^ cDC2-gated non-DCs in FL-BM culture are closely related to MHCII^int^ GM-Macs

Bulk RNA sequencing (RNA-Seq) was performed to check the distinctive gene expression profile of each cell subset in GM-BM and FL-BM cultures, which are GM-DCs and MHCII^int^ GM-Macs from GM-BM culture; MHCII^hi^ FL-cDC2-gated non-DCs, mature FL-cDC2s, immature FL-cDC2s, mature FL-cDC1s, and immature FL-cDC1s from FL-BM culture. 

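The 13 libraries came from 7 sorted subsets, 9 libraries from FL-BM culture and 4 from GM-BM culture. FL-BM culture is bone marrow of C57BL/6 mice grown with 10 μg/ml of FLT3L, a growth factor of cDCs, and GM-BM culture is the same tissue grown with 0.5 μg/ml of GM-CSF. The methods give 2000000 cells seeded per well for FL-BM culture and 1000000 for GM-BM culture, while the sample labels give 1000000 to 2000000 for every library. Each subset had 2 libraries, except mature FL-cDC1s with 1 library, because RNA of sufficient amount and quality was obtained from them only once.
The genes of the sorting markers were read in each subset in FPKM, given as mean ± SD of n = 2 libraries (n = 1 for mature FL-cDC1s). Cd83, a marker of DC maturation (Entrez gene 12522, chromosome 13 from 43785112 to 43803133 in mm10), was at 3805 ± 118 FPKM in mature FL-cDC2s, 1593 in mature FL-cDC1s and 1494 ± 58.4 in GM-DCs, and between 78.7 ± 47.4 in GM-Macs and 218 ± 75.5 in immature FL-cDC2s in the CD83-negative subsets. Cx3cr1, the fractalkine receptor (Entrez gene 13051, chromosome 9 from 120048683 to 120068296), was at 126 ± 50.6 FPKM in non-DCs, 31.5 ± 19.6 in GM-Macs, 10.8 ± 0.253 in immature FL-cDC2s and 0.0330 ± 0.0345 in mature FL-cDC2s. Sirpa, used to gate cDC2s, was at 623 ± 28.6, 212 ± 10.8 and 48.6 ± 13.5 FPKM in non-DCs, immature and mature FL-cDC2s, against 0.847 ± 0.351 in immature FL-cDC1s. Cd24a, used to gate cDC1s, was at 113 ± 22.9 FPKM in immature FL-cDC1s, 16.4 ± 5.27 in immature FL-cDC2s and 0.372 ± 0.164 in non-DCs.
Reads counted in genes totalled 55015325 and 46931064 for the 2 non-DC libraries, 51098324 and 55991362 for immature FL-cDC2s, 60872849 and 63897262 for mature FL-cDC2s, 71330242 and 66069478 for immature FL-cDC1s, 55609287 for mature FL-cDC1s, 66796037 and 66387206 for GM-DCs, and 62529204 and 46042095 for GM-Macs. At these depths a count of 0 allows up to 3 reads, which is 0.0421 to 0.0652 CPM. Lyz2 took the largest share of reads in non-DCs (4.34% and 3.79%) and GM-Macs (3.38% and 6.51%). Cd74 did so in immature FL-cDC1s (6.67% and 8.04%), immature FL-cDC2s (3.05% and 2.95%), mature FL-cDC1s (2.77%) and GM-DCs (1.96% in each library).
The cDNA was made with a low-input kit that amplifies by PCR. The paper names HISAT 2.1.0 for alignment and StringTie 1.3.4d for quantification, whereas the submitters' processing notes name STAR 2.6.0c, HTSeq and StringTie 1.3.4d with the mm10 build, so the aligner behind the values is not settled by these sources. The authors deposited raw read counts and FPKM for 24532 genes. Levels are given here in their FPKM, and tests were run on their counts with edgeR's quasi-likelihood test after TMM scaling, with a Benjamini-Hochberg adjusted p under 0.05 as the threshold and 30 gene lists fixed before the data were examined. The median log2 fold change of all genes was 0 with TMM and -0.405 with scaling by library size alone for mature over immature FL-cDC2s, 0.065 and 0.283 for mature FL-cDC2s over non-DCs, 0.010 and 0.642 for immature FL-cDC2s over non-DCs, -0.053 and 0.192 for GM-DCs over GM-Macs and -0.086 and -0.245 for non-DCs over GM-Macs. Fold changes are relative to that scaling and can differ from the ratio of FPKM. A fold against a group with 0 reads in both libraries is given as a lower bound, computed against 3 reads per library. The paper states that RNA was extracted 2 times for each subset, and no source used here says whether the 2 extractions came from separate cultures or animals, so p-values measure only the spread between these libraries, which may be technical. The biological coefficient of variation within a pair was 16.6% for non-DCs, 24.5% for mature FL-cDC2s, 25.5% for immature FL-cDC2s, 27.2% for GM-DCs, 38.8% for immature FL-cDC1s and 40% for GM-Macs.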

Comparative analysis of the transcriptomes revealed the transcriptional differences and similarities among those cell subsets in GM-BM and FL-BM cultures. The principal components analysis (PCA) of the transcriptomes showed that the clusters of CD83^+^ cell subsets (i.e., GM-DCs, mature FL-cDC2s, and mature FL-cDC1s) were located close to each other; so were those of CD83^-^ cDC subsets (i.e., immature FL-cDC2s and immature FL-cDC1s) and those of CD83^-^ non-DC subsets (i.e., MHCII^int^ GM-Macs and MHCII^hi^ FL-cDC2-gated non-DCs), respectively (**Figure 5A**). Also, the hierarchical cluster analysis (HCA) of the transcriptomes revealed comparable outcomes (**Figure 5B**). 

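The CD83-positive subsets shared high levels of genes of mature DCs. The summed level of 28 such genes was 35766 ± 478 FPKM in mature FL-cDC2s (mean ± SD, n = 2), 24139.6 in mature FL-cDC1s (n = 1) and 19354 ± 691 in GM-DCs, against 945 ± 159 to 1562 ± 342 in the CD83-negative subsets. Samsn1, an adaptor protein of immune cells, was at 1108 ± 3.06, 468 and 519 ± 5.05 FPKM in the 3 CD83-positive subsets in that order and at most 62.5 ± 0.410 in the others, and Marcksl1, a regulator of the actin skeleton, at 1546 ± 28.1, 1899 and 842 ± 214 and at most 417 ± 32.0, in immature FL-cDC1s. Non-DCs and GM-Macs shared high levels of macrophage genes. The summed level of 36 macrophage genes was 64956 ± 3389 FPKM in non-DCs and 78593 ± 27908 in GM-Macs, against 1102 ± 195 in mature FL-cDC2s and at most 4327 ± 305 in immature FL-cDC1s. Lyz2 made up most of the sum in these last and in non-DCs and GM-Macs, at 3959, 38034 and 46196 FPKM. A mean of 1 FPKM was reached by 34 of the genes in non-DCs, 33 in GM-Macs, 30 in GM-DCs, 26 in immature FL-cDC2s and 13 in immature FL-cDC1s. Ctsd, a lysosomal protease, was at 6479 ± 548 and 8936 ± 677 FPKM in non-DCs and GM-Macs and at most 359.9 ± 34.6 in the others, and Cd68, a glycoprotein of phagocyte lysosomes, at 1082 ± 143 and 717 ± 368 and at most 286 ± 116. Immature FL-cDC2s and immature FL-cDC1s shared high levels of proliferation genes. The summed level of 26 cell cycle genes was 3271 ± 254 and 2300.2 ± 218 FPKM, against 733 in mature FL-cDC1s and 196 ± 6.71 to 283 ± 13.2 in the other 4 subsets. Stmn1, a regulator of microtubules in dividing cells, was at 584 ± 2.47 and 414 ± 198 FPKM and at most 79.5 in the others, and Rrm2, a subunit of the enzyme that makes deoxyribonucleotides, at 206 ± 32.6 and 147 ± 6.02 and at most 37.6. Several members of the mature DC and macrophage lists are also labelled in Supplementary Figure 13, which was drawn from these libraries, so those 2 sums are not independent evidence.
The principal components of log2(FPKM + 1) were computed over the 12002 genes with at least 1 FPKM in any library. Component 1 held 33.4% of the variance and set non-DCs (76.6 and 81.5) and GM-Macs (82.1 and 73.7) apart from immature FL-cDC1s (-63.3 and -67.9), immature FL-cDC2s (-50.4 and -37.9), mature FL-cDC1s (-50.5) and mature FL-cDC2s (-32.9 and -36.2), with GM-DCs between them (10.1 and 15.2). Component 2 held 31.4% and set mature FL-cDC2s (87.6 and 83.6), GM-DCs (64.2 and 54.1) and mature FL-cDC1s (39.0) apart from the other subsets, which lay between -73.1 in an immature FL-cDC1 library and -12.0 in a GM-Mac library. Component 3 held 14.1% and set the GM-Macs (33.9 and 47.3) apart from the non-DCs (-46.4 and -54.2), as it did the GM-DCs (43.2 and 37.8) from the mature FL-cDC2s (-37.5 and -25.8). Immature FL-cDC2s lay with the latter (-25.1 and -40.6). Immature FL-cDC1s (18.9 and 36.3) and mature FL-cDC1s (12.2), also of FL-BM culture, lay on the side of the GM-BM subsets. Component 3 thus did not follow culture alone, and the cDC2-gated subsets also shared a single deposited table.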

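Mature FL-cDC2s, mature FL-cDC1s and GM-DCs shared high levels of genes that the other subsets held at low levels. Fscn1, which bundles actin in the dendrites of mature DCs (Entrez gene 14086, chromosome 5 from 142960355 to 142973189 in mm10), was at 528 ± 132 FPKM in mature FL-cDC2s (mean ± SD, n = 2), 1495 in mature FL-cDC1s (n = 1) and 376 ± 74.4 in GM-DCs, and at most 19.7 ± 14.4 in the other 4 subsets. Cacnb3, a calcium channel subunit, was at 1410.4 ± 207, 472 and 746 ± 148 FPKM in the same 3 subsets and at most 27.9 ± 27.4 in the others. Fcgr3, an Fc receptor of phagocytes, was at 1324 ± 454 FPKM in non-DCs and 942 ± 337 in GM-Macs, against 101 ± 55.1 in GM-DCs and 16.5 ± 15.3 in immature FL-cDC2s. Mcm7, a subunit of the replicative helicase, was at 221 ± 3.70 and 94.7 ± 29.5 FPKM in immature FL-cDC2s and immature FL-cDC1s, against 7.68 ± 0.531 in non-DCs.
Across 12002 genes, the maturation change in log2(FPKM + 1) correlated between FL-cDC2s and FL-cDC1s with Pearson's r of 0.72 and Spearman's rho of 0.66, over disjoint libraries. Genes are not independent replicates, so no p is given. The immature and the mature FL-cDC1 libraries came from different deposited tables, so maturation and table coincide for FL-cDC1s. Of 2053 genes at least 2-fold different in both, 97.3% had the same sign. The change from immature FL-cDC2s to non-DCs and that from GM-DCs to GM-Macs correlated with r of 0.35 and rho of 0.24, and 81.1% of 1304 genes at least 2-fold different in both had the same sign. The 2 starting subsets were at unlike stages. The summed mature DC level was 1278 FPKM in immature FL-cDC2s and 19354 in GM-DCs, and the summed cell cycle level 3271 and 272. This r is therefore not a measure of how alike non-DCs and GM-Macs are.
The Euclidean distance between libraries over the same genes was 31.1 to 71.8 within the 6 subsets with 2 libraries and 97.0 to 177.8 as a mean between subsets. Non-DCs lay at 111.5 from GM-Macs and 150.1 from immature FL-cDC2s, and the difference of these distances was 39.4 for 1 non-DC library and 37.7 for the other. GM-DCs lay at 114.3 from mature FL-cDC1s, 116.4 from mature FL-cDC2s and 128.5 from GM-Macs. The difference of the last 2 distances was 17.2 for 1 GM-DC library and 7.15 for the other, a mean of 12.2, and turned to -8.80 when TMM-scaled log2 CPM replaced FPKM and to 0.24 with a pseudocount of 0.1. Mature FL-cDC2s and mature FL-cDC1s were 97.0 apart, and immature FL-cDC2s and immature FL-cDC1s 115.2. Complete linkage into 3 groups gave mature FL-cDC2s, mature FL-cDC1s and GM-DCs as 1 group, non-DCs and GM-Macs as another, and the immature FL-cDC subsets as the last in 7 of 9 settings of scale and gene choice. In both settings that used z-scores per gene, immature FL-cDC2s joined the mature subsets. Culture and subset coincide in every comparison between FL-BM and GM-BM libraries. From the principal components and the clustering, the paper concludes that GM-Macs and the cDC2-gated non-DCs are closely related in their transcriptomes.

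**Figure D1:**
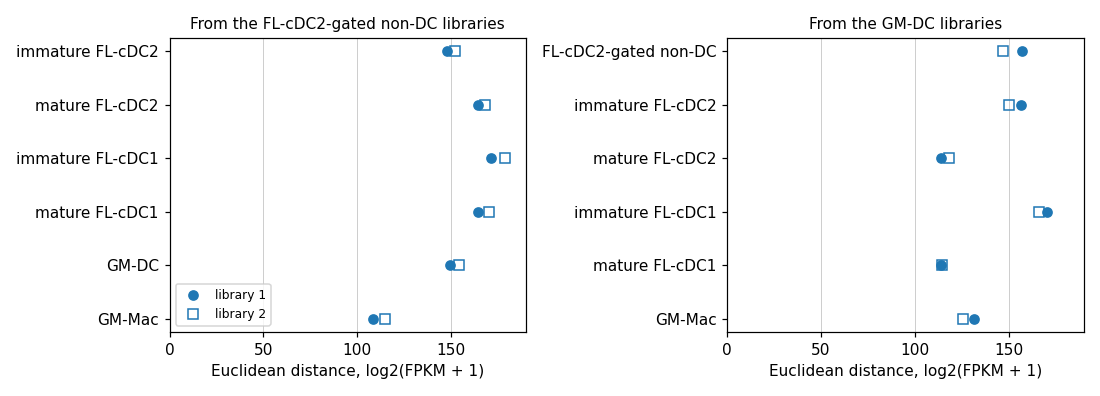
Euclidean distance over log2(FPKM + 1) of 12002 genes from each non-DC library and each GM-DC library (points) to the libraries of each other subset. Non-DC libraries lie at 108.4 and 114.6 from GM-Macs and at 147.9 and 152.3 from immature FL-cDC2s, and GM-DC libraries at 114.2 and 118.5 from mature FL-cDC2s and at 131.4 and 125.7 from GM-Macs.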

In FL-BM culture, CD83^+^ mature cDC2s elevated the expression of marker genes for mature DCs such as *CCR7* and *CCL22* (49–51); CD83^-^ immature cDC2s augmented the expression of DCs-related genes including *Kmo*, *Flt3*, and *CD209a* (DC-SIGN) (29, 52, 53); CD83^-^ cDC2-gated non-DCs exhibited higher levels of gene expression for macrophage signatures such as *Lyz2, Apoe, Csf1r, Clec4e, Mmp12* (54) (**Supplementary Figure 13**). 

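Mature FL-cDC2s had higher levels of many mature DC and NF-κB pathway genes than immature FL-cDC2s. Ccr7, the receptor that guides DCs to lymph nodes (Entrez gene 12775, chromosome 11 from 99144199 to 99155077 in mm10), was at 8714 ± 2509 FPKM in mature and 25.8 ± 10.0 in immature FL-cDC2s (mean ± SD, n = 2 each), a log2 fold change of 8.81 (standard error 0.57, adjusted p = 1.81e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccl22, a chemokine that attracts T cells (Entrez gene 20299, chromosome 8 from 94745684 to 94751388), was at 2556 ± 4.93 FPKM in mature and 1.19 ± 0.229 in immature FL-cDC2s, a log2 fold change of 11.47 (standard error 0.50, adjusted p = 6.64e-06 from the same test). Of 28 genes of mature DCs, 26 were higher and 0 lower (26 and 0 adjusted over the list alone, with 0 lower at an unadjusted p under 0.05 and 0 by DESeq2). Several of them are also labelled in Supplementary Figure 13, so the count is not independent evidence. Il12b, the p40 subunit of IL-12, rose 1596-fold, Apol7c, an apolipoprotein L of DCs, 990.1-fold, Socs2, a suppressor of cytokine signaling, 657-fold and Il15, a cytokine for CD8 T cells and NK cells, 97.7-fold. The members that did not pass the test were Cd86, at 56.5 ± 5.30 FPKM in mature and 89.9 ± 21.8 in immature FL-cDC2s, and Pdcd1lg2, at 1.08 ± 0.395 and 1.05 ± 0.347.
Of 19 genes of the NF-κB pathway, 17 were higher and 1 lower (18 and 1 adjusted over the list alone). Birc2, a ubiquitin ligase that acts on the noncanonical pathway, rose 16.9-fold to 249.8 ± 46.2 FPKM, Relb, a transcription factor of that pathway, 14.6-fold to 1122 ± 39.6 FPKM, and Traf1, an adaptor of TNF receptors, 15.2-fold to 286 ± 90.7 FPKM. The gene that fell was Nfkb1, which encodes the p105 precursor, with a log2 fold change of -1.99. Of 18 genes for T cell costimulation and cytokines, 9 were higher and 2 lower (9 and 2 adjusted over the list alone), or 4 lower with library size alone. Il6 and Cd70 had 0 reads in both immature FL-cDC2 libraries and were at least 137-fold and 31.5-fold higher in mature FL-cDC2s, and Cd40, the receptor for T cell help, rose 21.8-fold. Tnf and Il18 had log2 fold changes of -1.83 and -1.22, and Il18 did not pass the test in 4 of 16 alternatives.
Genes of the cDC2 identity and of proliferation were lower in mature FL-cDC2s. Of 15 cDC2 markers, 1 was higher and 12 lower (1 and 12 adjusted over the list alone). Clec10a, a C-type lectin, fell from 46.8 ± 3.71 to 0.0352 ± 0.0498 FPKM, Itgam, the CD11b integrin, from 118 ± 3.88 to 1.69 ± 1.09, and Clec4a4, another C-type lectin, from 106 ± 13.2 to 2.24 ± 0.635. The marker that rose was Esam, an adhesion molecule, to 2.39 ± 0.139 FPKM. Of 20 cDC lineage genes, which share members with Supplementary Figure 13, 5 were higher and 6 lower (5 and 6 adjusted over the list alone), or 4 and 9 with library size alone and 4 and 11 by limma on log2(FPKM + 1). The transcription factors Irf8, Nfil3 and Batf3 rose 28.2-fold, 11.9-fold and 6.78-fold, while Itgax, which encodes CD11c, fell from 61.4 ± 17.3 to 2.11 ± 0.235 FPKM. Of 26 cell cycle genes, 0 were higher and 26 lower (0 and 26 adjusted over the list alone, with 0 higher at an unadjusted p under 0.05 and 0 by DESeq2). Their log2 fold changes ran from -5.20 for Ccnb2, a mitotic cyclin, to -1.64 for Pcna, the clamp of DNA polymerase. Of 35 macrophage genes, 4 were higher and 24 lower (4 and 26 adjusted over the list alone), and 7 were higher and 23 lower without replicate 2 of the immature FL-cDC2s. The summed macrophage level was 1453 FPKM in replicate 1 and 2771 in replicate 2 of that subset. Over 45 genes abundant in non-DCs and low in mature FL-cDC2s, replicate 1 was at a median of 2.3% of the non-DC level and replicate 2 at 4.32%. Leaving out replicate 2 therefore does not remove transcripts of non-DC cells that both libraries may hold. The 4 macrophage genes that rose were Cd63, a tetraspanin of lysosomes, by 39.8-fold, Abcg1, Pld3 and Timd4, which did not pass the test in 7 of 16 alternatives.
Among the largest changes outside these lists, Eps8l2, an actin regulator, had 0 reads in immature FL-cDC2s and was at least 4129-fold higher in mature FL-cDC2s. Clu, an extracellular chaperone, rose to 210.3 ± 78.6 FPKM and Cxcr5, a chemokine receptor of B cell follicles, to 26.3 ± 4.60 FPKM, whereas Siglece, an inhibitory lectin, fell from 17.9 ± 4.10 FPKM and Ffar2, a receptor for short-chain fatty acids, from 30.9 ± 7.92 FPKM, both to under 0.1. In all, 6152 of 13242 genes tested passed, 2977 higher and 3175 lower in mature FL-cDC2s. With scaling by library size alone the higher share of calls was 31.2% in place of 48.4%. Both libraries of 1 subset lay above both of the other for 73.6% of genes, against 33.3% by chance.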

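Non-DCs differed from both cDC2 subsets in DC lineage genes and in macrophage genes. Kmo, an enzyme of tryptophan breakdown (Entrez gene 98256, chromosome 1 from 175632193 to 175660853 in mm10), was at 223 ± 30.7 FPKM in immature FL-cDC2s, 3.42 ± 0.509 in non-DCs and 1.10 ± 0.536 in mature FL-cDC2s (mean ± SD, n = 2 each). Its log2 fold change was 5.40 for immature FL-cDC2s over non-DCs (standard error 0.39, adjusted p = 3.72e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -7.25 for mature over immature FL-cDC2s (standard error 0.42, adjusted p = 1.22e-05 from the same test). Flt3, the receptor for FLT3L (Entrez gene 14255, chromosome 5 from 147330741 to 147400489), was at 159.5 ± 37.5 FPKM in immature FL-cDC2s and 91.0 ± 23.6 in mature FL-cDC2s, a difference that did not pass the test (log2 fold change -0.40, adjusted p = 0.319 from the same test), and at 0.508 ± 0.180 in non-DCs (log2 fold change 7.66 for immature FL-cDC2s over non-DCs, adjusted p = 2.01e-05 from the same test). Cd209a, which encodes DC-SIGN (Entrez gene 170786, chromosome 8 from 3743395 to 3748984), was at 154 ± 11.5 FPKM in immature FL-cDC2s, 1.72 ± 0.752 in non-DCs and 0.244 ± 0.0542 in mature FL-cDC2s, with log2 fold changes of 5.85 for immature FL-cDC2s over non-DCs (adjusted p = 2.32e-05 from the same test) and -8.88 for mature over immature FL-cDC2s (adjusted p = 6.69e-06 from the same test).
Of 20 cDC lineage genes, several of which are labelled in Supplementary Figure 13, 16 were higher and 2 lower (17 and 2 adjusted over the list alone) in immature FL-cDC2s than in non-DCs, and in mature FL-cDC2s over non-DCs 14 were higher and 3 lower (15 and 3 adjusted over the list alone), or 1 lower with all 13 libraries in the fit. Klri1, a lectin-like receptor, had 0 reads in both non-DC libraries and was at least 527-fold higher in immature FL-cDC2s, Dpp4, the peptidase CD26, was 62.9-fold higher, Btla, an inhibitory receptor, 107-fold, and the transcription factors Runx3 and Irf4 9.46-fold and 7.57-fold. The 2 that were lower were Irf8 and Nfil3, at 86.9 ± 0.0779 and 46.2 ± 1.31 FPKM in non-DCs and 18.5 ± 4.27 and 19.6 ± 10.3 in immature FL-cDC2s. Of 15 cDC2 markers, 10 were higher and 2 lower (10 and 3 adjusted over the list alone) in immature FL-cDC2s, and in mature FL-cDC2s over non-DCs 6 were higher and 7 lower (6 and 7 adjusted over the list alone). Ltb, which encodes lymphotoxin β, was at 364 ± 144 FPKM against 0.581 ± 0.358 in non-DCs, Cd7, a surface protein of lymphoid cells, at 216 ± 54.1 against 0.368 ± 0.262, and Ccr6, a chemokine receptor, at 62.4 ± 5.39 against 0.0604 ± 0.0515. Cd4, the coreceptor also carried by part of the cDC2s, was 11.6-fold lower in immature FL-cDC2s, and Sirpa was lower too. Of 26 cell cycle genes, 26 were higher and 0 lower (26 and 0 adjusted over the list alone, with 0 lower at an unadjusted p under 0.05 and 0 by DESeq2) in immature FL-cDC2s than in non-DCs, among them Ube2c, a ubiquitin enzyme of mitosis (44.0-fold), and Birc5, the inhibitor of apoptosis survivin (39.0-fold).
Macrophage genes were higher in non-DCs. Lyz2, the lysozyme of phagocytes (Entrez gene 17105, chromosome 10 from 117277541 to 117282272), was at 38034 ± 3623 FPKM in non-DCs, 1054 ± 528 in immature FL-cDC2s and 15.7 ± 2.68 in mature FL-cDC2s, a log2 fold change of -5.78 for immature FL-cDC2s over non-DCs (standard error 0.47, adjusted p = 6.23e-05 from the same test). It may share reads with its paralog Lyz1. Apoe, a lipid carrier (Entrez gene 11816, chromosome 7 from 19696244 to 19701310), was at 3415 ± 952, 70.7 ± 84.9 and 1.03 ± 0.209 FPKM in the same order of subsets (log2 fold change -6.18, standard error 1.10, adjusted p = 0.00289 from the same test). Csf1r, which encodes the CD115 used in the sort (Entrez gene 12978, chromosome 18 from 61105572 to 61131139), was at 1200.1 ± 60.5, 32.4 ± 17.3 and 0.816 ± 0.0241 FPKM (log2 fold change -5.82, adjusted p = 5.21e-05 from the same test). Clec4e, the glycolipid receptor Mincle (Entrez gene 56619, chromosome 6 from 123281789 to 123289871), was at 1139 ± 66.9, 34.7 ± 7.57 and 0.996 ± 0.382 FPKM (log2 fold change -5.65, adjusted p = 2.81e-05 from the same test). Mmp12, the macrophage elastase (Entrez gene 17381, chromosome 9 from 7344397 to 7360461), was at 1574 ± 55.9, 21.4 ± 16.8 and 0.285 ± 0.121 FPKM (log2 fold change -6.80, adjusted p = 1.88e-04 from the same test).
Of 35 macrophage genes, part of which are also labelled in Supplementary Figure 13, 0 were higher and 34 lower (0 and 34 adjusted over the list alone, with 0 higher at an unadjusted p under 0.05 and 0 by DESeq2) in immature FL-cDC2s than in non-DCs (0 and 33 without replicate 2 of the immature FL-cDC2s, in which macrophage transcripts were higher than in replicate 1), and in mature FL-cDC2s over non-DCs 1 was higher and 33 lower (1 and 33 adjusted over the list alone). Gpnmb, a glycoprotein of phagocytes, was at 4850.2 ± 665 FPKM in non-DCs and 97.5 ± 73.6 in immature FL-cDC2s, C1qb of the complement C1q complex at 516 ± 88.0 and 8.85 ± 10.9, the scavenger receptor gene Msr1 at 388 ± 45.7 and 4.85 ± 4.83, and Adgre1, which encodes F4/80, at 689.8 ± 32.9 and 65.5 ± 12.2. Of 13 monocyte genes, 3 were higher and 8 lower (3 and 9 adjusted over the list alone) in immature FL-cDC2s. F13a1, a clotting factor subunit of monocytes, was at 272 ± 18.6 FPKM in non-DCs and 1.67 ± 1.54 in immature FL-cDC2s, while Plac8 was at 1.15 ± 0.985 and 19.4 ± 4.32. Outside the lists, the growth factor Igf1 and Fpr1, a receptor for formylated peptides, were 156-fold and 212-fold lower in immature FL-cDC2s than in non-DCs.
Of 13242 genes tested, 6309 differed between immature FL-cDC2s and non-DCs (3127 higher and 3182 lower in immature FL-cDC2s, or 75.1% in place of 49.6% higher with scaling by library size alone), and 7084 between mature FL-cDC2s and non-DCs (3499 higher and 3585 lower). Without replicate 2 of the non-DCs these counts were 3851 and 4721. The 2 libraries of 1 subset did not overlap those of the other for 81.6% and 80.3% of genes.

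**Figure D2:**
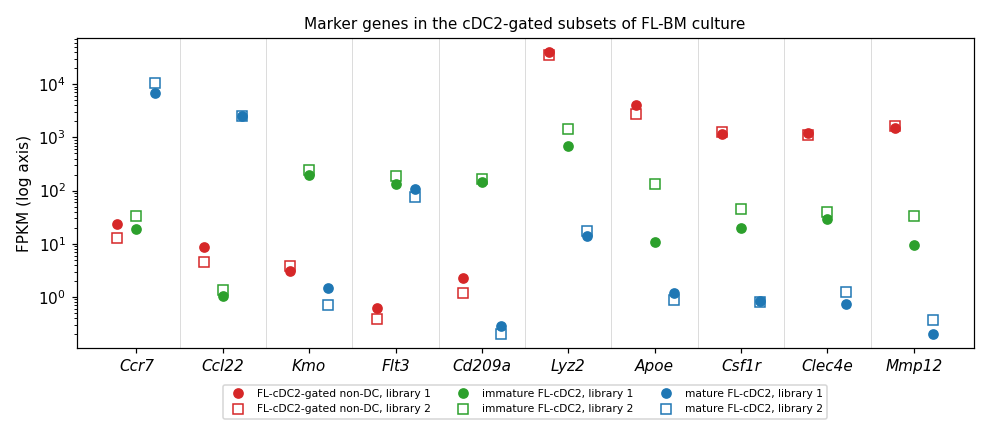
FPKM of 10 genes in each library (points, log axis) of non-DCs, immature FL-cDC2s and mature FL-cDC2s, with 2 libraries per subset. Ccr7 and Ccl22 lie highest in mature FL-cDC2s, Kmo, Flt3 and Cd209a in immature FL-cDC2s, and Lyz2, Apoe, Csf1r, Clec4e and Mmp12 in non-DCs.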

Select gene expression profiles among cell subsets in FL-BM and GM-BM cultures were compared to those among MHCII^+^ mononuclear phagocytes in mice such as splenic cDC subsets, peritoneal DC subsets, and small peritoneal macrophages (SPMs) (**Supplementary Figure 14**). 

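Within GM-BM culture, GM-DCs carried more transcripts of mature DC genes and GM-Macs more of macrophage, lysosomal and uptake genes. Of 28 mature DC genes, 23 were higher and 0 lower (24 and 0 adjusted over the list alone, with 0 lower at an unadjusted p under 0.05 and 0 by DESeq2) in GM-DCs than in GM-Macs. Stat4, a transcription factor of IL-12 signaling (Entrez gene 20849, chromosome 1 from 51987106 to 52107189 in mm10), was at 249.9 ± 35.5 FPKM in GM-DCs and 8.28 ± 7.14 in GM-Macs (mean ± SD, n = 2 each), a log2 fold change of 4.71 (standard error 0.69, adjusted p = 0.00721 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The costimulatory genes Cd86 and Cd80 were 11.3-fold and 7.60-fold higher in GM-DCs, at 456 ± 54.7 and 34.4 ± 3.69 FPKM. Ccr7 and Ccl22 had log2 fold changes of 4.45 and 4.58. Ccl17, a chemokine of DCs and macrophages, did not pass the test, at 679 ± 92.0 FPKM in GM-DCs and 269 ± 201 in GM-Macs, nor did Socs2, at 289.6 ± 15.9 and 114 ± 50.9. Of 20 cDC lineage genes, 8 were higher and 0 lower (13 and 1 adjusted over the list alone, with 1 lower at an unadjusted p under 0.05 and 1 by DESeq2) in GM-DCs, or 14 higher at 2-fold with no test. Kit, the stem cell factor receptor, was 13.3-fold higher at 27.8 ± 2.78 FPKM, Dpp4 26.7-fold at 49.0 ± 15.1 FPKM, and Irf8 and Irf4 4.55-fold and 4.92-fold. Of 19 NF-κB pathway genes, 12 were higher and 0 lower (14 and 0 adjusted over the list alone, with 0 lower at an unadjusted p under 0.05 and 0 by DESeq2), with Rel, a subunit of NF-κB, 8.41-fold higher and Map3k14, the kinase of the noncanonical pathway, 8.09-fold. Of 17 genes for T cell costimulation and cytokines, 6 were higher and 3 lower (7 and 3 adjusted over the list alone), with Tnfsf4, the ligand of OX40, 28.9-fold higher in GM-DCs.
Of 34 macrophage genes, 0 were higher and 28 lower (0 and 29 adjusted over the list alone, with 0 higher at an unadjusted p under 0.05 and 0 by DESeq2) in GM-DCs. The mature DC, cDC lineage and macrophage lists share genes with Supplementary Figure 13 and are not independent evidence. Lyz2 was at 46196 ± 20686 FPKM in GM-Macs and 977 ± 367 in GM-DCs (log2 fold change -5.82, standard error 0.69, adjusted p = 0.00425 from the same test), and Apoe at 9532 ± 3239.9 and 254 ± 46.5. C1qa of the complement C1q complex was 21.7-fold lower in GM-DCs and Cd14, a coreceptor for LPS, 17.8-fold lower. Of 13 monocyte genes, 0 were higher and 10 lower (0 and 11 adjusted over the list alone, with 0 higher at an unadjusted p under 0.05 and 0 by DESeq2). Fn1, which encodes fibronectin, was at 372 ± 234 FPKM in GM-Macs and 12.8 ± 1.84 in GM-DCs, Ly6c2, a marker of inflammatory monocytes, at 258 ± 54.2 and 4.65 ± 2.28, and Ccr2, their chemokine receptor, at 173 ± 88.3 and 25.5 ± 22.9. Of 34 lysosomal genes, 0 were higher and 21 lower (0 and 27 adjusted over the list alone, with 0 higher at an unadjusted p under 0.05 and 0 by DESeq2), and 13 were lower without replicate 1 of the GM-DCs. Ctsb, a cathepsin, was 8.51-fold lower in GM-DCs and Lipa, the lysosomal acid lipase, 7.87-fold lower. Of 23 uptake receptors, 0 were higher and 20 lower (0 and 22 adjusted over the list alone, with 0 higher at an unadjusted p under 0.05 and 0 by DESeq2), among them Clec4n, the mannan receptor Dectin-2, at 1001 ± 278 FPKM in GM-Macs and 106 ± 91.8 in GM-DCs. Among the largest changes outside these lists, Arg1, an arginase of macrophages, was at 2701 ± 823 FPKM in GM-Macs and 39.8 ± 31.7 in GM-DCs, Saa3, an acute-phase protein, at 503 ± 503 and 5.12 ± 3.25, and Pdcd1, which encodes PD-1, at 0.570 ± 0.451 and 29.7 ± 9.13.
In total 2528 of 13083 genes differed, 1139 higher and 1389 lower in GM-DCs (56.2% in place of 45.1% higher with scaling by library size alone), and groups did not overlap for 65.8% of genes. C1qa, Ccr2 and Clec4n did not pass the test without replicate 2 of the GM-Macs. The count of genes was 1599 without replicate 1 of the GM-DCs and 4264 without replicate 1 of the GM-Macs. 1 library of each subset came from a shared deposited table and the other from a table of its own. The splenic and peritoneal subsets of the comparison in Supplementary Figure 14 were not analysed here.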

While each cell subset in FL-BM and GM-BM cultures was clustered close to the related cell subset in the spleen and peritoneal cavity, it was notable that FL-cDC2-gated non-DCs and MHCII^int^ GM-Macs showed close clustering with splenic cDC2s and peritoneal DC2s in the expression profiles of DC signature genes (**Supplementary Figure 14D**).

**Figure 5:**
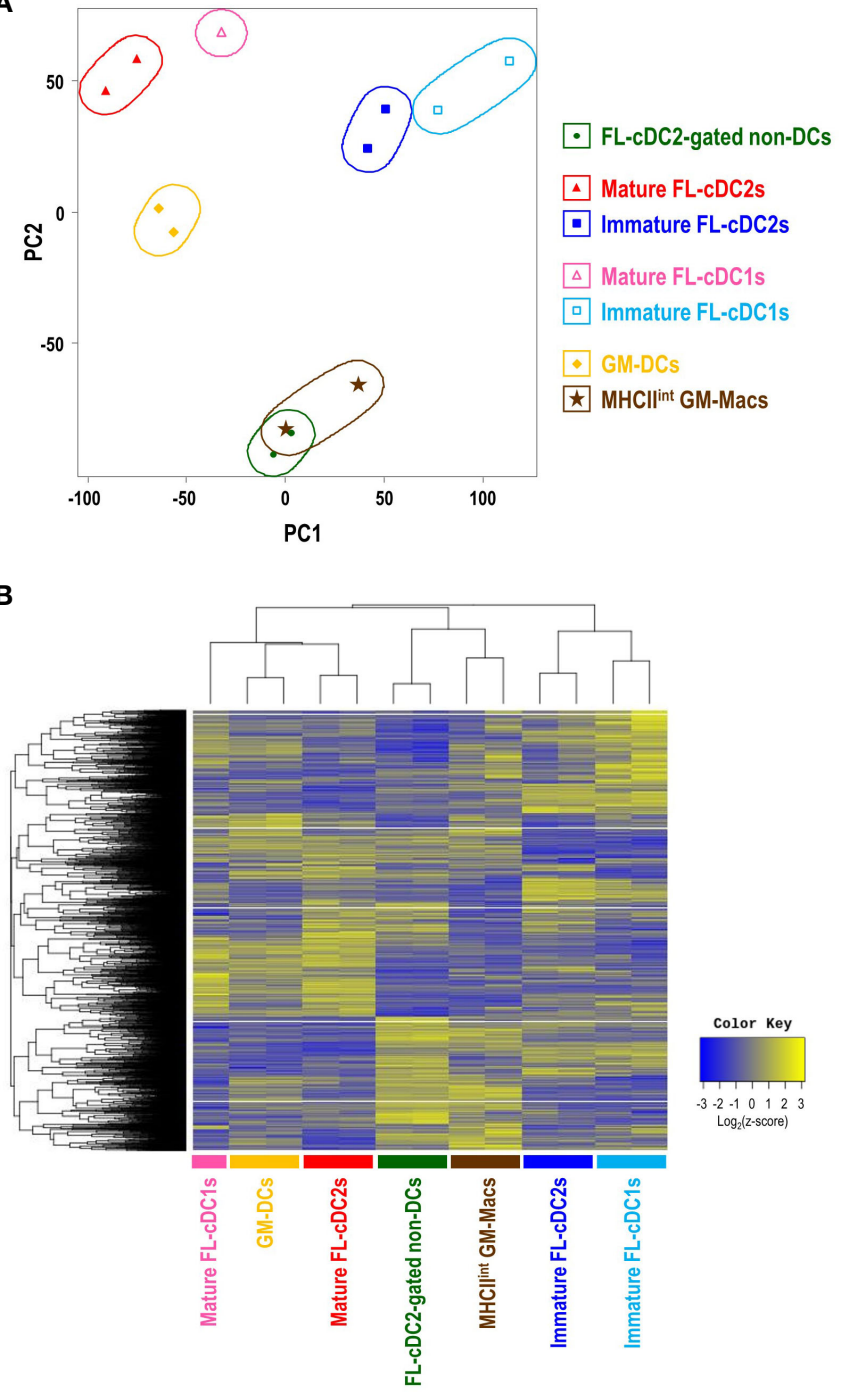
Transcriptome analysis reveals the close relationship between MHCII^int^ GM-Macs and MHCII^hi^CD115^+^CX3CR1^+^ cDC2-gated non-DCs in FL-BM culture. **(A)** Principal component analysis (PCA) of transcriptomes of cell subsets in GM-BM and FL-BM cultures. **(B)** Heatmap displays the one-way hierarchical clustering using z-score for normalized value of randomly selected genes that are differentially expressed among cell subsets in GM-BM and FL-BM cultures.

### Differentiation of MHCII^hi^ cDC2-gated non-DCs in FL-BM culture

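Non-DCs of FL-BM culture and GM-Macs of GM-BM culture differed in part of the interferon-stimulated, DC, monocyte and macrophage genes. Mertk, a receptor for apoptotic cells, was at 7.66 ± 1.60 FPKM in non-DCs and 25.1 ± 14.1 in GM-Macs (mean ± SD, n = 2 each), and C3ar1, a complement receptor, at 146 ± 0.966 and 152 ± 27.0, and neither passed the test. Lyz2, Csf1r, Mmp12 and Apoe, with log2 fold changes of -0.15, 0.66, 0.49 and -1.35 for non-DCs over GM-Macs, did not pass it either (adjusted p = 0.882, 0.412, 0.662 and 0.269 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 35 macrophage genes, 6 were higher and 5 lower (6 and 5 adjusted over the list alone) in non-DCs. Clec4e was 19.8-fold higher in non-DCs, Adgre1 7.31-fold and Gpnmb 4.41-fold, and Timd4, a receptor for phosphatidylserine, had 0 reads in GM-Macs and was at least 160.2-fold higher. Fcgr1, which encodes CD64 (Entrez gene 14129, chromosome 3 from 96282909 to 96293969 in mm10), was at 9.19 ± 0.955 FPKM in non-DCs and 49.2 ± 1.36 in GM-Macs, a log2 fold change of -2.27 (standard error 0.63, adjusted p = 0.0303 from the same test) that did not pass the test when either non-DC library or replicate 2 of the GM-Macs was left out. Leaving out either non-DC library left 3 macrophage genes higher and 1 lower, 3 were higher without replicate 2 of the GM-Macs, and 8 were higher and 12 lower at 2-fold with no test. The list shares members with Supplementary Figure 13, as do the mature DC and cDC lineage lists.
Of 19 interferon-stimulated genes, 12 were higher and 1 lower (14 and 1 adjusted over the list alone). Ifit2 and Ifit3, members of an antiviral family, were at 43.2 ± 8.71 and 36.0 ± 0.798 FPKM in non-DCs and 1.27 ± 0.121 and 1.20 ± 0.0635 in GM-Macs. Irf7, the transcription factor of the interferon response (Entrez gene 54123, chromosome 7 from 141263183 to 141266499), had a log2 fold change of 3.75 (standard error 0.30, adjusted p = 1.25e-04 from the same test). The gene that was lower was Mx1, at 1.33 ± 0.351 FPKM in non-DCs and 4.86 ± 2.28 in GM-Macs, and 0 were lower when either non-DC library or replicate 1 of the GM-Macs was left out. Of 28 mature DC genes, 4 were higher and 9 lower (6 and 9 adjusted over the list alone), with 9 higher without replicate 1 of the GM-Macs. Ccl17 and Socs2 were at 0.0875 ± 0.124 and 1.59 ± 0.495 FPKM in non-DCs and 269 ± 201 and 114 ± 50.9 in GM-Macs, and Pdcd1lg2, which encodes PD-L2, was 24.1-fold lower, while Cd40 was 5.18-fold higher. Of 20 cDC lineage genes, 1 was higher and 7 lower (1 and 7 adjusted over the list alone), and 3 were lower when either non-DC library was left out. Batf3 and Haao were 6.90-fold and 6.94-fold lower in non-DCs, and Flt3 was at 0.512 ± 0.568 FPKM in GM-Macs and did not pass the test (log2 fold change 0.18, adjusted p = 0.91 from the same test).
Of 14 monocyte genes, 1 was higher and 4 lower (3 and 6 adjusted over the list alone), the lower count being 2 without replicate 1 of the non-DCs and 7 at 2-fold with no test. Chil3, the lectin Ym1, was at 0.203 ± 0.182 FPKM in non-DCs and 832 ± 684 in GM-Macs, Fn1 was 42.4-fold lower in non-DCs, and Ms4a6c, a membrane protein of monocytes, was 13.7-fold higher. Of 34 lysosomal genes, 5 were higher and 2 lower (5 and 2 adjusted over the list alone), with 1 higher when either non-DC library was left out, 3 when either GM-Mac library was, and 10 higher and 6 lower by DESeq2. Psap, the precursor of saposins, was at 7628 ± 417 FPKM in non-DCs and 2177 ± 1490.0 in GM-Macs. Of 24 uptake receptors, 6 were higher and 2 lower (6 and 2 adjusted over the list alone), with 2 higher and 0 lower when either non-DC library was left out, 3 higher without replicate 1 of the GM-Macs, 6 higher and 6 lower by limma on log2(FPKM + 1), and 7 higher and 9 lower at 2-fold with no test. Clec7a, the glucan receptor Dectin-1, was 4.13-fold higher in non-DCs and the scavenger receptor gene Marco 6.48-fold. Of the genes named in this comparison, Gpnmb, Fcgr1, Mx1, Batf3, Fn1, Ms4a6c, Psap, Clec7a, Marco and Retnla did not pass the test without at least 1 of the non-DC libraries. Among the largest changes outside these lists, Retnla, a secreted product of macrophages under type 2 cytokines, and Car4, a carbonic anhydrase, had 0 reads in non-DCs and were at 135 ± 163 and 62.0 ± 46.3 FPKM in GM-Macs. Cadm1, an adhesion molecule of cDC1s, was at 45.9 ± 10.3 FPKM in non-DCs and 0.258 ± 0.187 in GM-Macs.
In a fit of all 13 libraries, 3057 of 14936 genes differed, 1388 higher and 1669 lower in non-DCs (32.1% in place of 45.4% higher with scaling by library size alone), and groups did not overlap for 61% of genes. The count was 1014 and 752 without replicate 1 and replicate 2 of the non-DCs and 1826 without replicate 2 of the GM-Macs. The 2 subsets differ in culture and in deposited table as well as in gate.

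**Figure D3:**
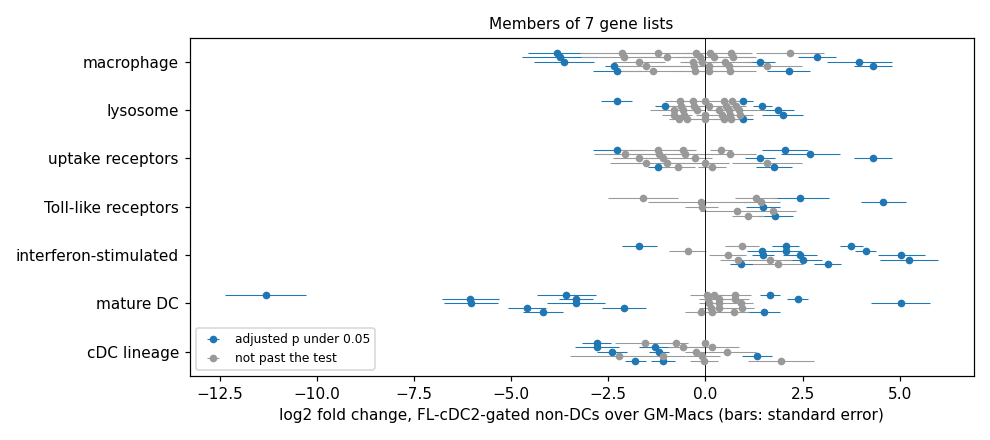
Log2 fold change of non-DCs over GM-Macs with its standard error for the members of 7 gene lists, with members past the test in blue and members with 0 reads in a group left out. Of the members drawn, 13 of 19 interferon-stimulated genes, 13 of 28 mature DC genes, 8 of 20 cDC lineage genes, 10 of 34 macrophage genes, 7 of 34 lysosomal genes, 7 of 23 uptake receptors and 4 of 12 Toll-like receptors passed the test.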

CD11c^+^ cells in the gate of MHCII^int^ GM-Macs, exhibiting a similar gene expression profile as that of CD11c^+^MHCII^hi^ cDC2-gated non-DCs in FL-BM culture (**Figures 5A, B**), have been suggested to contain mixed populations of precursors or immature DCs in addition to the Macs or Mac-like cells (55). MHCII^hi^ cDC2-gated non-DCs were found to express higher levels of various toll-like receptors (TLRs) than other cells within the cDC2 gate in FL-BM culture (**Supplementary Figure 15**). 

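Of the 12 mouse TLR genes, 8 had their highest mean FPKM among the 3 cDC2-gated subsets in non-DCs: Tlr1, Tlr2, Tlr3, Tlr4, Tlr6, Tlr7, Tlr8 and Tlr13. Tlr2, a receptor for bacterial lipoproteins (Entrez gene 24088, chromosome 3 from 83836272 to 83841824 in mm10), was at 365 ± 17.3 FPKM in non-DCs, 56.8 ± 9.70 in immature FL-cDC2s and 7.89 ± 1.19 in mature FL-cDC2s (mean ± SD, n = 2 each). Its log2 fold change over non-DCs was -3.30 in immature FL-cDC2s (standard error 0.24, adjusted p = 4.29e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -5.74 in mature FL-cDC2s (standard error 0.27, adjusted p = 4.32e-06 from the same test). Tlr4, the receptor for LPS (Entrez gene 21898, chromosome 4 from 66827551 to 66846581), was at 26.0 ± 0.933, 2.99 ± 0.0541 and 0.0301 ± 0.00951 FPKM in the same order of subsets, with log2 fold changes of -3.75 (adjusted p = 2.01e-05 from the same test) and -9.91 (adjusted p = 3.34e-06 from the same test).
The endosomal receptors for single-stranded RNA, Tlr7 (Entrez gene 170743, chromosome X from 167303380 to 167330574) and Tlr8 (Entrez gene 170744, chromosome X from 167241123 to 167264329), were at 35.0 ± 3.94 and 27.2 ± 3.65 FPKM in non-DCs and 6.76 ± 0.871 and 0.624 ± 0.303 in immature FL-cDC2s. In mature FL-cDC2s Tlr7 was at 0.183 ± 0.162 FPKM, and Tlr8 had 0 reads, at least 2800.3-fold below non-DCs. Tlr13, a receptor for bacterial ribosomal RNA, was at 92.1 ± 15.2, 26.7 ± 0.224 and 17.1 ± 4.08 FPKM in non-DCs, immature and mature FL-cDC2s, Tlr1 at 48.8 ± 4.68, 16.3 ± 1.08 and 18.6 ± 6.07, and Tlr6 at 11.3 ± 0.258, 2.24 ± 0.184 and 1.76 ± 0.742. Tlr1 and Tlr6 are close paralogs whose reads may be shared. Tlr3, the receptor for double-stranded RNA, was at 2.66 ± 0.218 FPKM in non-DCs and 0.466 ± 0.0488 in immature FL-cDC2s.
The other 4 genes ran differently. Tlr11 and Tlr12, which sense profilin, were at 11.8 ± 3.33 and 3.67 ± 1.64 FPKM in mature FL-cDC2s and 0.906 ± 0.275 and 0.332 ± 0.118 in non-DCs. Tlr5, the receptor for flagellin, was at 1.10 ± 0.360 FPKM in immature FL-cDC2s and 0.120 ± 0.0160 in non-DCs. Tlr9, the receptor for CpG DNA, was at 0.440 ± 0.0105 FPKM in immature FL-cDC2s and 0.0752 ± 0.0891 in non-DCs and did not pass the test (adjusted p = 0.129 from the same test). In the comparison of immature FL-cDC2s with non-DCs, 3 were higher and 8 lower (3 and 8 adjusted over the list alone) in immature FL-cDC2s, and in that of mature FL-cDC2s with non-DCs 2 were higher and 8 lower (2 and 8 adjusted over the list alone) in mature FL-cDC2s. The 3 calls higher in immature FL-cDC2s were lost with all 13 libraries in the fit and without replicate 2 of the non-DCs. The summed TLR level was 609.5 ± 45.2, 119.5 ± 11.8 and 61.4 ± 17.0 FPKM in non-DCs, immature and mature FL-cDC2s.
Of 15 genes of TLR signaling and accessory proteins, 0 were higher and 7 lower (0 and 7 adjusted over the list alone, with 1 higher at an unadjusted p under 0.05 and 1 by DESeq2) in immature FL-cDC2s than in non-DCs, and 6 were higher and 6 lower with scaling by library size alone. Cd14 was at 1422 ± 272 FPKM in non-DCs and 52.4 ± 25.8 in immature FL-cDC2s, Ticam2, an adaptor of TLR4, at 73.6 ± 5.66 and 18.4 ± 0.682, and Irak3, an inhibitor of TLR signaling, at 96.5 ± 5.12 and 8.94 ± 0.811. Myd88, the adaptor shared by most TLRs, was at 85.0 ± 0.0861 FPKM in non-DCs and 162 ± 9.68 in immature FL-cDC2s (adjusted p = 0.178 from the same test). In mature FL-cDC2s over non-DCs, 3 were higher and 9 lower (3 and 9 adjusted over the list alone), or 1 higher when either non-DC library was left out and 5 with library size alone. Over GM-Macs, non-DCs had 23.9-fold more Tlr1, and of the 12 TLR genes 4 were higher and 0 lower (8 and 0 adjusted over the list alone, with 0 lower at an unadjusted p under 0.05 and 0 by DESeq2), or 1 higher when either non-DC library or replicate 2 of the GM-Macs was left out and 8 without replicate 1 of the GM-Macs.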

Because the treatment with TLR agonists is commonly employed to induce the maturation or differentiation of DCs (7), we investigated the phenotype change of MHCII^hi^ cells in FL-BM culture following overnight treatment with graded doses of LPS. Treatment of FL-BM culture with more than 10 ng/ml of LPS sharply reduced the number of MHCII^hi^ cDC2-gated non-DCs and largely augmented the population of MHCII^hi^ mature cDC2s (**Figure 6A**; **Supplementary Figure 16**). Similarly, upon stimulation of FL-BM culture with TLR3 or TLR9 ligands, MHCII^hi^ cDC2-gated non-DCs disappeared and MHCII^hi^ mature cDC2s increased (**Supplementary Figure 17**). 

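Of the cytokine genes of group 3 innate lymphoid cells (ILC3s), Il22 and Il17a had 0 reads in all 3 cDC2-gated subsets. Of other genes of these cells, Il17f was at 0, 0.0327 and 0 FPKM, and Ncr1 was at 0, 0.0120 and 0 FPKM in non-DCs, immature and mature FL-cDC2s.
Receptor and transcription factor genes of ILC3s were read in 1 or more of the subsets. Il7r, the receptor for IL-7 (Entrez gene 16197, chromosome 15 from 9506159 to 9529941 in mm10), was at 58.2 ± 10.1 FPKM in non-DCs, 8.87 ± 0.831 in immature and 21.4 ± 3.17 in mature FL-cDC2s (mean ± SD, n = 2 each). Its log2 fold change was -3.34 for immature FL-cDC2s over non-DCs (standard error 0.24, adjusted p = 3.81e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.69 for mature over immature FL-cDC2s (standard error 0.23, adjusted p = 5.93e-04 from the same test). Il23r, the receptor for IL-23, was at 2.89 ± 0.0395, 0.0660 ± 0.0193 and 9.50 ± 0.390 FPKM in the same order of subsets, and Tcf7, the transcription factor TCF-1, at 0.00991 ± 0.0140, 4.16 ± 0.330 and 80.4 ± 11.4. Aire, an autoimmune regulator read in Janus and Thetis cells, was at 0.528 ± 0.409 FPKM in mature FL-cDC2s and had 0 reads in non-DCs. Rora was at 1.94 ± 0.273, 4.31 ± 0.346 and 4.84 ± 0.524 FPKM, and Gata3, Tox, Prdm16 and Cxcr6 were under 0.5 FPKM in each of the 3 subsets. Of 13 tested genes of the list of ILC3, Janus cell and Thetis cell genes, 6 were higher and 2 lower (8 and 2 adjusted over the list alone) in immature FL-cDC2s than in non-DCs (2 higher at 2-fold with no test), in mature over immature FL-cDC2s 4 were higher and 2 lower (5 and 2 adjusted over the list alone), or 6 lower by limma on all genes above 0, and in mature FL-cDC2s over non-DCs 7 were higher and 2 lower (8 and 2 adjusted over the list alone), or 2 higher and 1 lower at 2-fold with no test. The ILC3 and Thetis cell samples of the paper's comparison were not analysed here.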

Meanwhile, we found that the MHCII^hi^ cDC2-gated cell subsets in FL-BM culture were not MHCII^+^RORγt^+^ APCs such as ILC3s, Janus cells, or Thetis cells (56–58) (**Supplementary Figure 18**).

**Figure 6:**
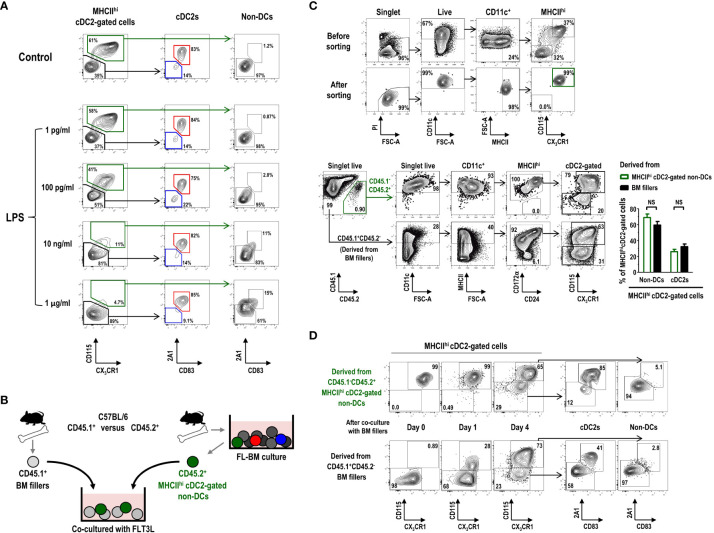
MHCII^hi^CD115^+^CX3CR1^+^ cDC2-gated non-DCs in FL-BM culture can differentiate into cDC2s. **(A)** Graded doses of LPS are added into FL-BM culture (at day 8) for 18 hours prior to the flow cytometric analysis. **(B)** Experimental scheme of co-culture shown in **(C, D)** CD45.2^+^MHCII^hi^CD115^+^CX_3_CR1^+^ cDC2-gated non-DCs are isolated from FL-BM culture (at day 7 or 8) and co-cultured with freshly isolated filler BM cells. **(C)** Gating strategies for sorting and resulting purity of CD45.2^+^MHCII^hi^ CD115^+^CX_3_CR1^+^ cDC2-gated non-DCs (upper panels). After 4 days of co-culture with BM fillers, cells are analyzed (lower panels and graph). Graph is shown in mean ± SEM (n = 3). NS, not significant; one-way ANOVA test. **(D)** Expression of 2A1 and CD83 is analyzed over the differentiation of CD45.2^+^MHCII^hi^CD115^+^CX_3_CR1^+^ cDC2-gated non-DCs as in **(B, C)** All the flow cytograms are representative from 3 independent experiments (n = 3).

Then, we tested whether the MHCII^hi^ cDC2-gated non-DCs, vanishing by stimulation of FL-BM culture with TLR ligands, could differentiate into MHCII^hi^ mature cDC2s. After isolation from the FL-BM culture at day 8, MHCII^hi^ cDC2-gated non-DCs were further co-cultured with BM filler cells from congenic mice (**Figures 6B, C**). After more than 4 days of additional co-culture with FLT3L, a significant fraction of the MHCII^hi^ cDC2-gated non-DCs became MHCII^hi^ cDC2s (**Figure 6C**). As expected, in the FL-BM co-culture, the MHCII^hi^ cDC2s which had differentiated from the MHCII^hi^ cDC2-gated non-DCs also expressed the higher levels of 2A1 and CD83 than the undifferentiated MHCII^hi^ cDC2-gated non-DCs (**Figure 6D**). Therefore, the MHCII^hi^ cDC2-gated non-DCs in FL-BM culture are precursors to the MHCII^hi^ cDC2s, i.e., MHCII^hi^ pre-cDC2s.

### MHCII^hi^ Pre-cDC2s in FL-BM culture are derived from pre-cDCs and CDPs but not from monocytes and cMoPs

In the development of DC lineage cells, MDPs can differentiate either into cDCs via CDPs and pre-cDCs (35, 37) or into Mo-DCs via cMoPs and monocytes (11, 38). Hence, we examined the differentiation potential of various DC progenitors and precursors into the MHCII^hi^ pre-cDC2s in FL-BM culture. Lineage^-^CD11c^+^CD135^+^MHCII^-^ pre-cDCs, immediate precursors to cDCs (36), were isolated from the BM, and further co-cultured in FL-BM culture of congenic mice (**Supplementary Figure 19**). After 6 days of the co-culture with BM fillers and FLT3L, pre-cDCs differentiated mostly into the cells within the MHCII^hi^cDC2 gate, which consisted of MHCII^hi^ pre-cDC2s and MHCII^hi^ cDC2s in a similar ratio as found in the MHCII^hi^ cDC2-gated cells derived from the BM fillers (**Figure 7A**). Next, lineage^-^CD115^+^CD117^+^CD135^+^MHCII^-^ CDPs, progenitors to cDCs and some pDCs (37), were isolated from the BM, and co-cultured with the BM fillers of congenic mice and FLT3L (**Supplementary Figure 20**). After 8 days of the co-culture, CDPs were able to differentiate into a variety of CD11c^+^ cells in FL-BM culture where the MHCII^hi^ cDC2-gated cells comprised MHCII^hi^ pre-cDC2s and MHCII^hi^ cDC2s in a similar ratio as found in the MHCII^hi^ cDC2-gated cells derived from the BM fillers (**Figure 7B**). Monocytes, more abundant than DCs in the blood and BM, are precursors to MHCII^hi^ GM-DCs and MHCII^int/lo^ GM-Macs in GM-BM culture and can rapidly differentiate into MHCII^hi^ Mo-DCs *in vivo* during infection and inflammation (7, 11, 26). Next, we have tested whether monocytes could differentiate into the MHCII^hi^ pre-cDC2s in FL-BM culture. Lineage^-^Ly6C^hi^CD11b^+^CD115^+^MHCII^-^ monocytes were isolated from the BM, and then co-cultured with the BM fillers of congenic mice and FLT3L (**Supplementary Figure 21**). After 6 days of the co-culture, monocytes have differentiated mainly into CD11c^+^MHCII^int^ and CD11c^+^MHCII^lo^ cells but hardly into the CD11c^+^MHCII^hi^ cells in FL-BM culture (**Figure 7C**). Then, lineage^-^Ly6C^+^CD16/32^+^ CD34^+^CD115^+^CD117^+^MHCII^-^ cMoPs, progenitors to monocytes (5), were also isolated from the BM, and co-cultured with the BM fillers of congenic mice and FLT3L (**Supplementary Figure 22**). After 8 days of the co-culture, cMoPs have rarely survived and mostly differentiated into CD11c^+^MHCII^int^ and CD11c^+^MHCII^lo^ cells but not into the CD11c^+^MHCII^hi^ cells in FL-BM culture (**Figure 7D**). Therefore, in FL-BM culture, MHCII^hi^ pre-cDC2s are derived from pre-cDCs and CDPs but not from monocytes and cMoPs (**Figures 7E, F**). When we tested the co-culture of pre-cDCs and BM fillers with FLT3L to be further treated with LPS, most of the MHCII^hi^ pre-cDC2s derived from both pre-cDCs and BM fillers differentiated similarly into MHCII^hi^ cDC2s (**Figure 8A**). We also examined the expression of DC-specific transcription factor Zbtb46 and found that MHCII^hi^ pre-cDC2s expressed *Zbtb46* as highly as MHCII^hi^ immature cDC2s in FL-BM culture (**Figure 8B**), indicating that MHCII^hi^ pre-cDC2s are closely related to the DC lineage.

**Figure 7:**
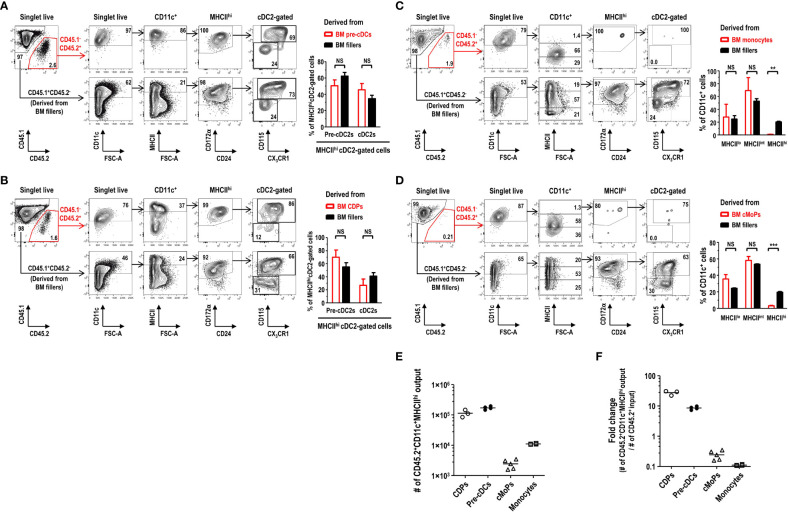
MHCII^hi^CD115^+^CX3CR1^+^ cDC2-gated pre-cDC2s in FL-BM culture are derived from pre-cDCs and CDPs but not from monocytes and cMoPs. **(A)** Gating strategies to analyze the co-culture of isolated pre-cDCs and BM fillers at day 6 (upper panels). Graph (lower) is shown in mean ± SEM (n = 4). NS, not significant; one-way ANOVA test. **(B)** Gating strategies to analyze the co-culture of isolated CDPs and BM fillers at day 8 (upper panels). Graph (lower) is shown in mean ± SEM (n = 3). NS, not significant; one-way ANOVA test. **(C)** Gating strategies to analyze the co-culture of isolated monocytes and BM fillers at day 6 (upper panels). Graph (lower) is shown in mean ± SEM (n = 4). **p ≤ 0.01; NS, not significant; one-way ANOVA test. **(D)** Gating strategies to analyze the co-culture of isolated cMoPs and BM fillers at day 8 (upper panels). Graph (lower) is shown in mean ± SEM (n = 5). ***p ≤ 0.001; NS, not significant; one-way ANOVA test. **(E, F)** Resulting output numbers and fold changes of the CD45.2^+^CD11c^+^MHCII^hi^ cells generated from the respective CD45.2^+^ BM precursor/progenitor inputs are shown. The input numbers of CD45.2^+^ precursor/progenitor are 5×10^3^ for CDPs, 2×10^4^ for pre-cDCs, 1×10^4^ for cMoPs, and 1×10^5^ for monocytes, respectively, per well. Bars indicate the mean. Data are collected from more than 3 independent experiments (n = 3 for CDPs; n = 4 for pre-cDCs; n = 5 for cMoPs; n = 4 for monocytes).

**Figure 8:**
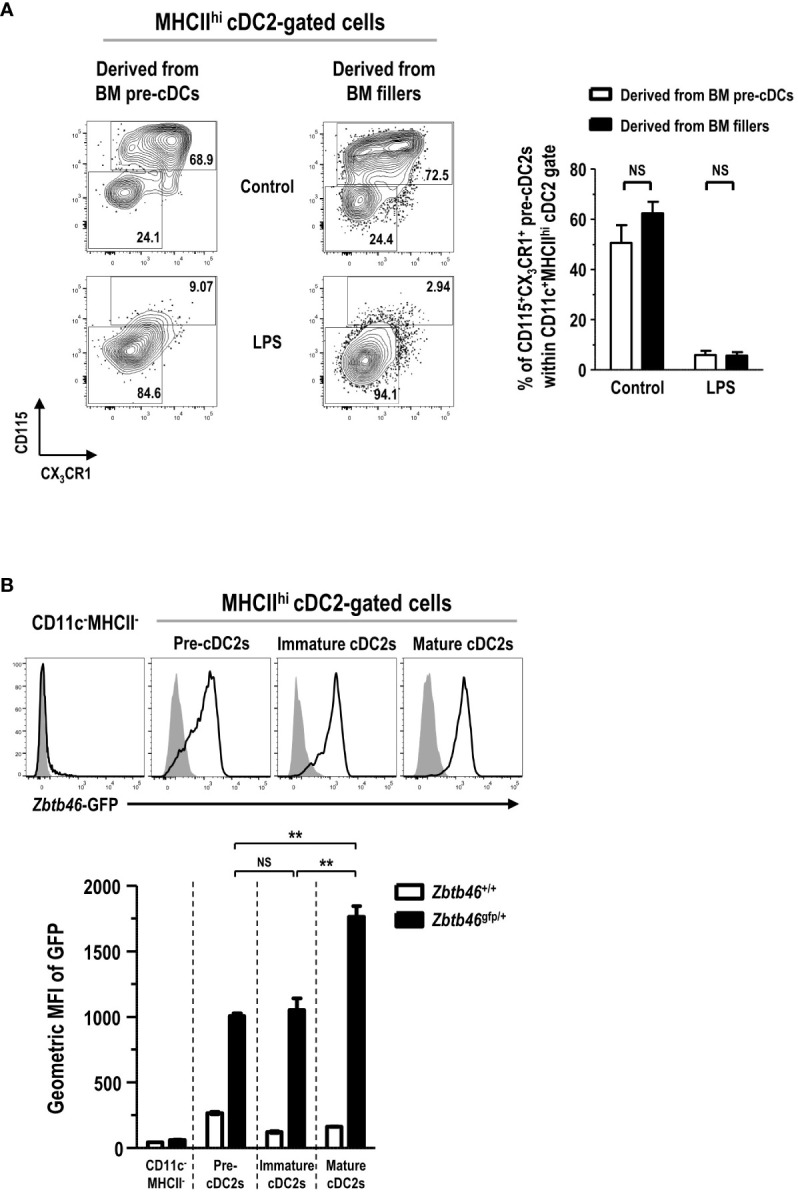
CD11c^+^MHCII^hi^ cDC2-gated CD115^+^CX_3_CR1^+^ pre-cDC2s are a close precursor to cDC2s. **(A)** LPS (1 μg/ml) is added into the co-culture of isolated pre-cDCs and BM fillers at day 5. After 18 hours, CD11c^+^MHCII^hi^ cDC2-gated cells are flow cytometrically analyzed (left panels). Representatives are from 4 independent experiments. Graph (right) is shown in mean ± SEM (n = 4). NS, not significant; one-way ANOVA test. **(B)** BMs are prepared from *Zbtb46* ^+/+^ and *Zbtb46* ^gfp/+^ mice, respectively, and cultured with FLT3L for 8 days. Representative flow cytograms (upper panels) show the expression of *Zbtb46*-GFP in different cell subsets from *Zbtb46* ^+/+^ (closed histograms) and *Zbtb46* ^gfp/+^ (open histograms) FL-BM cultures. Representatives are from 3 independent experiments. Graph (lower) shows the geometric MFI value for each cell subset in mean ± SEM (n = 3). **p ≤ 0.01; NS, not significant; one-way ANOVA test.

## Discussion

DCs have been typically identified as CD11c^+^MHCII^hi^ cells in various mouse tissues and organs (59). Likewise, from GM-BM culture as well as FL-BM culture, CD11c^+^MHCII^hi^ cells (11), if not CD11c^+^ cells (60), have been routinely isolated and used as *in vitro*-generated DCs for the numerous experiments. Our present study, however, demonstrated that only a half of the CD11c^+^MHCII^hi^ cells in FL-BM culture were DCs whereas the remaining half were precursor cells with poor antigen-presenting capacity.

Considering that Helft and others (11) had shown that GM-BM culture comprised heterogeneous populations of CD11c^+^CD11b^hi^MHCII^int^ GM-Macs and CD11c^+^CD11b^int^MHCII^hi^ GM-DCs, we began to investigate the heterogeneity of CD11c^+^ cells in GM-BM culture in terms of expression of 2A1, an intracellular antigen of mature or activated DCs (12, 14). Subsequently, in GM-BM culture, we found that CD11c^+^CD11b^hi^MHCII^int^ GM-Macs are 2A1^-^ and CD11c^+^CD11b^int^MHCII^hi^ GM-DCs are 2A1^+^, indicating that 2A1 could be a valuable marker to distinguish DCs from non-DCs among the CD11c^+^MHCII^+^ cell population.

Then, we examined the heterogeneity of CD11c^+^ cells in FL-BM culture in terms of expression of 2A1. Surprisingly, in FL-BM culture, we discovered that less than a half of the CD11c^+^MHCII^hi^ cells were 2A1^+^, but the remaining cells were 2A1^-^. Flow cytometric analysis revealed that almost of all the CD11c^+^MHCII^hi^ cells in FL-BM culture were within the cDC2 gate, and categorized into three groups: two large majorities of 2A1^+^CD83^+^CD115^-^CX_3_CR1^-^ and 2A1^-^CD83^-^CD115^+^CX_3_CR1^+^ cells and a smaller number of 2A1^-^CD83^-^CD115^-^CX_3_CR1^-^ cells. According to the assays on antigen uptake and presentation capacities, morphologies, and gene expression profiles of the CD11c^+^MHCII^hi^ cDC2-gated cell subsets, 2A1^-^CD83^-^CD115^-^CX_3_CR1^-^ cells were immature cDC2s; 2A1^+^CD83^+^CD115^-^CX_3_CR1^-^ cells were mature cDC2s; and 2A1^-^CD83^-^CD115^+^CX_3_CR1^+^ cells were non-DCs. The treatment with LPS and other TLR ligands greatly decreased both non-DCs and immature cDC2s but highly increased mature FL-cDC2s among the CD11c^+^MHCII^hi^ cDC2-gated cells in FL-BM culture. Then, the FL-BM culture with adoptively transferred cells confirmed that the MHCII^hi^ cDC2-gated non-DCs were precursors to cDC2s, i.e., MHCII^hi^ pre-cDC2s. Besides, MHCII^hi^ pre-cDC2s also showed the higher expression of DC-specific transcription factor Zbtb46 as similarly as immature cDC2s in FL-BM culture. In the meantime, the MHCII^hi^ pre-cDC2s were found generated from pre-cDCs and CDPs but not from monocytes and cMoPs, corroborating that the MHCII^hi^ pre-cDC2s have close lineage to cDCs but not Mo-DCs. All in all, our present study identified and characterized a novel cDC precursor population, exhibiting a CD11c^+^MHCII^hi^CD115^+^CX_3_CR1^+^ phenotype, in FL-BM culture.

DCs are the most efficient professional PCs and typically form clusters under the *in vitro* culture condition. Meanwhile, DCs are much poorer at taking up antigens than other APCs such as monocytes and macrophages (7, 26, 43, 44). For example, Mo-DCs are much poorer at taking up antigens than monocytes, i.e., their precursors. Therefore, the loss of the strong ability to take up antigens and other characteristics of monocytes and macrophages is considered as key features of fully differentiated Mo-DCs (7). In this study, we discovered that MHCII^hi^ cDC2-gated CD115^+^CX3CR1^+^ cells are precursors to cDC2s in FL-BM culture. The newly identified MHCII^hi^ cDC2 precursor cells might possess certain characteristics similar to those of monocytes and macrophages prior to differentiating into cDC2s in FL-BM culture. Besides, there are still unresolved differences in view on the nature of MHCII^int^ GM-Macs (11, 55, 61, 62). Helft and others classified CD11c^+^CD11b^hi^MHCII^int^ cells in GM-BM culture as Macs or GM-Macs on the basis of their poor antigen presentation capacity, morphology, progenitor/precursor, and gene expression profile (11), whereas Lutz and others argued that GM-Macs might be a mixture of macrophages and immature DCs (55). The features of MHCII^hi^ pre-cDC2s that we have identified and characterized in the present study are quite similar to those of GM-Macs in many aspects: lack of dendritic morphology and cell clustering, poor antigen presentation, CD11c^+^2A1^-^CD83^-^CD115^+^CX3CR1^+^ phenotype, and similar gene expression profiles. Those two cell populations also have some notable differences: MHCII^hi^ pre-cDC2s in FL-BM culture have a MHCII^hi^ phenotype and are derived efficiently from pre-cDCs and CDPs but not from monocytes and cMoPs; GM-Macs have a MHCII^int^ phenotype and are derived efficiently from monocytes and cMoPs. Therefore, it will be intriguing to investigate and compare the differentiation potentials of those two cell populations under a variety of conditions.

It is well known that FLT3L-induced BM-DCs do not fully recapitulate the phenotype of cDCs *in vivo*. It is also recognized that developing better phenotypes of FLT3L-induced BM-DCs *in vitro* requires the addition of still many unidentified factors into FL-BM culture (63). Our discovery of a large number of MHCII^hi^ pre-cDC2s in FL-BM culture may reflect less than perfect *in-vitro* culture conditions for FLT3L-induced BM-DCs. If so, it is not likely that the *in-vivo* counterpart cells of the MHCII^hi^ pre-cDC2s exist in large numbers. Nonetheless, in the future studies, it will be important to determine and characterize an *in-vivo* counterpart of the MHCII^hi^ pre-cDC2s identified in FL-BM culture.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE225321, GSE225321.

## Ethics statement

The animal study was approved by The Institutional Animal Care and Use Committee of the Yonsei University College of Medicine. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

Conceptualization: CP. Methodology: HI, JSP, HS, SR, MS, WC, SP, SH, HN, and CP. Formal Analysis: HI, HN, and CP. Investigation: HI, JSP, SR, WC, SH, and HN. Resources: JP, LC, and T-GK. Data Curation: HI. Writing – Original Draft: HI and CP. Writing – Review & Editing: HI, MC, HN, and CP. Visualization: HI and JSP. Supervision: HN and CP. Project Administration: HI and HN. Funding Acquisition: HN, MC, and CP. All authors contributed to the article and approved the submitted version.

## Glossary

**Table:**

APC	antigen presenting cell
BM	bone marrow
BM-DC	BM-derived DC
cDC	classical DC
CDP	common DC progenitor
CLP	common lymphoid progenitor
cMoP	common monocyte progenitor
CTV	CellTrace™ Violet
DC	dendritic cell
EGFP	enhanced green fluorescent protein
FBS	fetal bovine serum
FITC-OVA	FITC-conjugated OVA
FL-BM culture	BM culture with FLT3L
FL-cDC	cDC in FL-BM culture
FLT3L	FMS-like tyrosine kinase 3 ligand
FPKM	fragments per kilobase of exon per million mapped fragments
GM-BM culture	BM culture with GM-CSF
GM-CSF	granulocyte macrophage-colony stimulating factor
GM-DC	DC in GM-BM culture
GM-Mac	Mac in GM-BM culture
HCA	hierarchical cluster analysis
LPS	lipopolysaccharide
mAb	monoclonal antibody
Mac	macrophage
MDP	monocyte and DC progenitor
MFI	mean fluorescence intensity
MHC	major histocompatibility complex
MHCI	MHC class I molecule
MHCII	MHC class II molecule
Mo-DC	monocyte-derived DC
OVA	ovalbumin
PCA	principal components analysis
pDCs	plasmacytoid DCs
RNA-seq	RNA sequencing
SPMs	small peritoneal macrophages
TCR	T cell receptor
Tg	transgenic
TLR	Toll-like receptor
YGM	yellow green microsphere

# Supplementary material for: Identification of dendritic cell precursor from the CD11c+ cells expressing high levels of MHC class II molecules in the culture of bone marrow with FLT3 ligand
**Source:** Front Immunol. 2023 Nov 29;14:1179981. doi: 10.3389/fimmu.2023.1179981
**Supplement:** Supplementary file 1

## Slide 1

Supplementary Figure 1
2A1 mAb purified from hybridoma
culture in the medium containing
ultra-low IgG
FBS
FBS
MW
(kDa)
130
100
70
55
40
35
25
15
Bovine Ab heavy chains
2A1 mAb heavy chain
Bovine Ab light chains
2A1 mAb light chain
SUPPLEMENTARY FIGURE 1. Purification of 2A1 mAbs from the supernatants of hybridoma cultures in the media with different FBS.
Hybridoma cells producing mAb 2A1 are cultured in the DMC7 medium containing either normal FBS or FBS with ultra-low bovine IgG. Antibodies are purified by affinity chromatography using protein G beads. The same amount of purified antibodies from each culture supernatant is analyzed by SDS-PAGE and stained with Coomassie Brilliant Blue.

## Slide 2

Supplementary Figure 2
BM cells cultured with FLT3L (CD11c+ cells at day 9)
5
10
4
10
3
10
2
10
0
3
4
5
0
10
10
10
2A1
MHCII
5
10
4
10
3
10
2
10
0
3
4
5
0
10
10
10
Isotype
MHCII
Permeabilized
5
10
4
10
3
10
2
10
0
3
4
5
0
10
10
10
2A1
MHCII
5
10
4
10
3
10
2
10
0
3
4
5
0
10
10
10
Isotype
MHCII
Non-permeabilized
SUPPLEMENTARY FIGURE 2. Intracellular expression of 2A1 from cells in FL-BM culture.
Cells in FL-BM culture are stained with 2A1 or isotype control (rat IgG2a, κ) mAbs after fixation and permeabilization (top panels) or without fixation and permeabilization (bottom panels) at culture day 9. Representatives are from 3 independent experiments.

## Slide 3

Supplementary Figure 3
A
Live cells
Day 0
Day 2
Day 4
Day 6
Day 8
2.5
5
10
4
10
3
10
2
10
0
2
-10
3
4
5
0
10
10
10
12
3
4
5
0
10
10
10
42
3
4
5
0
10
10
10
54
3
4
5
0
10
10
10
50
3
4
5
0
10
10
10
CD11c
MHCII
B
Live cells
Day 0
Day 3
Day 6
Day 9
1.7
5
10
4
10
3
10
0
3
4
5
0
10
10
10
12
3
4
5
0
10
10
10
56
3
4
5
0
10
10
10
68
3
4
5
0
10
10
10
CD11c
MHCII
SUPPLEMENTARY FIGURE 3. Gating of CD11c+ cells in flow cytometric study of GM-BM and FL-BM cultures.
(A) Gating strategy of CD11c+ cells on live cells as in Supplementary Figure 4 for kinetic change in the expression of 2A1 in GM-BM culture for 8 days as in Figure 1A. (B) Gating strategy of CD11c+ cells on live cells as in Supplementary Figure 6 for kinetic change in the expression of 2A1 in FL-BM culture for 9 days as in Figure 1B. Lineage (CD3, CD19, Ly6G, and NK1.1)+ cells are excluded for analysis at day 0 and day 2. Representatives are from 3 independent experiments.

## Slide 4

Supplementary Figure 4
BM cells cultured with GM-CSF (Day 8)
Total
Singlet
250K
200K
150K
100K
50K
0
0
50K
100K
150K
200K
250K
250K
200K
150K
100K
50K
0
0
50K
100K
150K
200K
250K
5
10
4
10
3
10
0
0
50K
100K
150K
200K
250K
Live/Dead
FSC-A
SSC-A
FSC-A
SSC-W
SSC-H
Live
GM-Macs & GM-DCs
Live
5
10
4
10
3
10
2
10
0
3
4
5
0
10
10
10
5
10
4
10
3
10
2
10
0
3
4
5
0
10
10
10
5
10
4
10
3
10
2
10
0
2
-10
3
4
5
0
10
10
10
FMO
MHCII
CD11c
MHCII
CD11b
MHCII
Gating for FL-BM culture
pDCs & cDCs
5
10
4
10
3
10
2
10
0
2
-10
3
4
5
0
10
10
10
B220
MHCII
SUPPLEMENTARY FIGURE 4. Gating strategy for cells in GM-BM culture.
BM cells are cultured with GM-CSF, harvested, stained, and analyzed on culture day 8. CD11c+ cells in green pentagon indicate GM-Macs and CD11c+ cells in purple pentagon are GM-DCs. In parallel, CD11c+ cells are gated for the DC subsets in FL-BM culture (bottom panel). Representative flow cytograms are from 5 independent experiments.

## Slide 5

Supplementary Figure 5
2A1
CD80
CD83
CD86
Live CD11c+ cells
CD11b
MHCII
***
8k
6k
4k
2k
0
**
***
**
***
3k
2k
1k
0
**
***
**
***
6k
4k
2k
0
***
**
***
1.5k
1k
0.5k
0
gMFI
CCR9
CD115
CX3CR1
***
***
**
10k
5k
0
**
**
**
10k
5k
0
***
***
*
15k
10k
5k
0
Isotype Control for GM-DCs
MAb for MHCIIhi GM-DCs
Isotype control for GM-Macs
MAb for MHCIIint GM-Macs
gMFI
SUPPLEMENTARY FIGURE 5. Geometric mean fluorescence intensity of 2A1 and surface molecules in GM-DCs and GM-Macs.Flow cytometric analysis for the expression of 2A1 and surface molecules are performed in GM-Macs and GM-DCs at day 8 of GM-BM culture as in Figure 2B. Geometric mean fluorescence intensity (gMFI) for the analyses of the respective mAbs (open bars) and isotype controls (filled bars) are shown in graphs. Graphs are shown in mean ± SEM (n = 4) from 4 independent experiments. *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; one-way ANOVA test.

## Slide 6

Supplementary Figure 6
BM cells cultured with FLT3L (Day 9)
Total
Singlet
250K
200K
150K
100K
50K
0
0
50K
100K
150K
200K
250K
250K
200K
150K
100K
50K
0
0
50K
100K
150K
200K
250K
5
10
4
10
3
10
2
10
0
0
50K
100K
150K
200K
250K
Live/Dead
FSC-A
SSC-A
FSC-A
SSC-W
SSC-H
Live
Live
pDCs & cDCs
cDC2s & cDC1s
5
10
4
10
3
10
0
3
4
5
0
10
10
10
5
10
4
10
3
10
0
3
4
5
0
10
10
10
5
10
4
10
3
10
0
3
4
5
0
10
10
10
5
10
4
10
3
10
2
10
0
3
4
5
0
10
10
10
CD172α
CD24
CD11c
MHCII
FMO
MHCII
B220
MHCII
Gating for GM-BM culture
GM-Macs & GM-DCs
5
10
4
10
3
10
0
3
4
5
0
10
10
10
CD11b
MHCII
SUPPLEMENTARY FIGURE 6. Gating strategy for cells in FL-BM culture.
BM cells are cultured with FLT3L, harvested, stained, and analyzed on culture day 9. CD11c+ cells in each polygon are pDCs (in green), cDCs (in purple), cDC2s (in red), and cDC1s (in turquoise). In parallel, CD11c+ cells are gated for the DC subsets in GM-BM culture (bottom panel). Representative flow cytograms are from 5 independent experiments.

## Slide 7

Supplementary Figure 7
0.87
0.097
5
10
4
10
3
10
2
10
98.7
0.29
0
2
-10
3
4
5
0
10
10
10
9.67
0.65
5
10
4
10
3
10
2
10
86.9
2.77
0
2
-10
3
4
5
0
10
10
10
CD127/IL-7Rα
2.39
0.077
5
10
4
10
3
10
2
10
96.8
0.73
0
2
-10
3
4
5
0
10
10
10
5.88
0.077
5
10
4
10
3
10
2
10
92.3
1.71
0
2
-10
3
4
5
0
10
10
10
CD69
4.6
7.8
5
10
4
10
3
10
2
10
0
36.6
51.3
2
-10
3
4
5
0
10
10
10
12.6
0.8
5
10
4
10
3
10
2
10
0
79.6
7.1
2
-10
3
4
5
0
10
10
10
CD103
8.55
12.9
5
10
4
10
3
10
0
3
-10
77.7
0.86
3
4
5
0
10
10
10
9.13
3.98
5
10
4
10
3
10
0
3
-10
86.7
0.16
3
4
5
0
10
10
10
CD25/IL-2Rα
7.6
0.2
5
10
4
10
3
10
2
10
75.1
17.1
0
2
-10
3
3
4
5
-10
0
10
10
10
12.8
0.4
5
10
4
10
3
10
2
10
76.6
10.3
0
2
-10
3
3
4
5
-10
0
10
10
10
CD62L
4.73
4.25
5
10
4
10
3
10
2
10
90.4
0.65
0
2
-10
3
4
5
0
10
10
10
10.2
2.78
5
10
4
10
3
10
2
10
83.6
3.46
0
2
-10
3
4
5
0
10
10
10
CD40
2A1
cDC1
cDC2
7.7
0.1
5
10
4
10
3
10
2
10
90.8
1.4
0
2
-10
3
3
4
5
-10
0
10
10
10
13.0
0.3
5
10
4
10
3
10
2
10
85.2
1.5
0
2
-10
3
3
4
5
-10
0
10
10
10
CD192/CCR2
2.62
0.063
5
10
4
10
3
10
2
10
94.1
3.21
0
2
-10
3
4
5
0
10
10
10
6.74
0.11
5
10
4
10
3
10
2
10
91.9
1.25
0
2
-10
3
4
5
0
10
10
10
CD193/CCR3
2.71
0.031
5
10
4
10
3
10
2
10
96.7
0.56
0
2
-10
3
4
5
0
10
10
10
6.82
0.13
5
10
4
10
3
10
2
10
92.1
0.98
0
2
-10
3
4
5
0
10
10
10
CD185/CXCR5
4.3
1.8
5
10
4
10
3
10
2
10
92.9
1.0
0
2
-10
3
4
5
0
10
10
10
9.4
0.1
5
10
4
10
3
10
2
10
89.9
0.6
0
2
-10
3
4
5
0
10
10
10
CD197/CCR7
0.33
5.66
5
10
4
10
3
10
2
10
84.1
9.93
0
2
-10
3
4
5
0
10
10
10
5.29
14.0
5
10
4
10
3
10
2
10
74.3
6.38
0
2
-10
3
4
5
0
10
10
10
CD205/DEC205
2.61
0.041
5
10
4
10
3
10
2
10
97.3
0.014
0
2
-10
3
4
5
0
10
10
10
6.34
0.14
5
10
4
10
3
10
2
10
89.2
4.29
0
2
-10
3
4
5
0
10
10
10
CD206
2A1
cDC1
cDC2
1.24
1.85
5
10
4
10
3
10
2
10
61.3
35.6
0
2
-10
3
4
5
0
10
10
10
1.77
4.09
5
10
4
10
3
10
2
10
20.8
73.3
0
2
-10
3
4
5
0
10
10
10
CD209a
9.8
0.5
5
10
4
10
3
10
2
10
83.3
6.4
0
2
-10
3
4
5
0
10
10
10
15.4
0.2
5
10
4
10
3
10
2
10
82.6
1.8
0
2
-10
3
4
5
0
10
10
10
CD279/PD-1
1.13
0.54
5
10
4
10
3
10
2
10
10.3
88.0
0
2
-10
3
4
5
0
10
10
10
3.69
2.39
5
10
4
10
3
10
2
10
29.3
64.6
0
2
-10
3
4
5
0
10
10
10
CD272/BTLA
3.25
0.015
5
10
4
10
3
10
2
10
96.3
0.41
0
2
-10
3
4
5
0
10
10
10
5.97
0.11
5
10
4
10
3
10
2
10
85.8
8.13
0
2
-10
3
4
5
0
10
10
10
CD209b
4.14
3.85
5
10
4
10
3
10
2
10
91.7
0.32
0
2
-10
3
4
5
0
10
10
10
12.1
0.31
5
10
4
10
3
10
2
10
86.8
0.79
0
2
-10
3
4
5
0
10
10
10
CD273/PD-L2
2.2
2.8
5
10
4
10
3
10
2
10
0
93.7
1.3
2
-10
3
4
5
0
10
10
10
2A1
cDC1
11.0
3.9
5
10
4
10
3
10
2
10
0
77.2
7.9
2
-10
3
4
5
0
10
10
10
cDC2
CD274/PD-L1
5.32
0.36
5
10
4
10
3
10
2
10
94.3
7.28E-3
0
2
-10
3
4
5
0
10
10
10
15.1
1.86
5
10
4
10
3
10
2
10
81.7
1.30
0
2
-10
3
4
5
0
10
10
10
CD301b
3.9
0.2
5
10
4
10
3
10
2
10
27.8
68.2
0
2
-10
3
4
5
0
10
10
10
11.7
0.03
5
10
4
10
3
10
2
10
87.5
0.8
0
2
-10
3
4
5
0
10
10
10
CD370/DNGR1
0.99
0.27
5
10
4
10
3
10
2
10
92.2
6.53
0
2
-10
3
4
5
0
10
10
10
4.03
12.1
5
10
4
10
3
10
2
10
19.7
64.1
0
2
-10
3
4
5
0
10
10
10
33D1
0.9
11.3
5
10
4
10
3
10
2
10
12.4
75.3
0
2
-10
3
4
5
0
10
10
10
3.1
8.4
5
10
4
10
3
10
2
10
45.1
43.4
0
2
-10
3
4
5
0
10
10
10
Zbtb46
4.5
2.0
5
10
4
10
3
10
2
10
59.0
34.5
0
2
-10
3
4
5
0
10
10
10
10.9
0.26
5
10
4
10
3
10
2
10
82.9
5.9
0
2
-10
3
4
5
0
10
10
10
XCR1
5.20
0.028
5
10
4
10
3
10
2
10
94.7
0.028
0
2
-10
3
4
5
0
10
10
10
10.1
0.81
5
10
4
10
3
10
2
10
80.4
8.72
0
2
-10
3
4
5
0
10
10
10
CD301a
2A1
cDC1
cDC2

## Slide 8

Supplementary Figure 7
SUPPLEMENTARY FIGURE 7. Expression of 2A1 and various molecules in cDC1s and cDC2s from FL-BM culture.
Expression of 2A1 and various molecules are analyzed in cDC1s and cDC2s from FL-BM culture at culture day 8 or 9. The frequencies of individual quadrants based on FMO or isotype control are shown. Representative flow cytograms shown are from 3 independent experiments.

## Slide 9

Supplementary Figure 8
A
NS
**
NS
NS
*
**
12k
9k
# of proliferated OT-1 T cells
6k
3k
0
cDC1s
Mature cDC2s
MHCIIhi non-DCs
Immature cDC2s
NS
**
NS
150
NS
**
*
100
# of live APCs
50
0
cDC1s
Mature cDC2s
MHCIIhi non-DCs
Immature cDC2s
B
**
NS
***
20k
15k
# of proliferated OT-2 T cells
10k
5k
0
Mature cDC2s
MHCIIhi non-DCs
Immature cDC2s
**
1500
1000
500
0
**
***
# of live APCs
Mature cDC2s
MHCIIhi non-DCs
Immature cDC2s
SUPPLEMENTARY FIGURE 8. Antigen presentation to OVA-specific TCR transgenic naive T cells and viability of the APCs.
As in Figures 4A, B, CD11c+MHCII+ cell subsets are isolated as APCs from OVA-pulsed FL-BM culture (at day 9) and then co-cultured with CTV-labeled naive CD8+ OT-1 (A) or CD4+ OT-2 (B) T cells (APC:T = 1:10 for OT-1; APC:T = 1:3 for OT-2). Numbers of CTVlo proliferated OVA-specific transgenic T cells (left graphs) and numbers of the respective APCs in the live gate (right graphs) in each well are shown. Data are from 5 independent experiments and graphs are shown in mean ± SEM (n = 4).

## Slide 10

Supplementary Figure 9
A
NS
***
4k
3k
2k
1k
0
# of proliferated OT-1 T cells
***
***
cDC1s
Mature cDC2s
Immature cDC2s
MHCIIhi non-DCs
CD8+ OT-1 T cells
Immature
cDC2s
Mature
cDC2s
MHCIIhi
non-DCs
cDC1s
49.3
50.6
5
10
4
10
3
10
0
0
0.073
3
4
5
10
10
10
0
34.5
62.6
76.5
23.1
0
2.86
0.081
0.28
3
4
5
0
0
10
10
10
25.9
50.0
0
24.1
3
4
5
3
4
10
10
10
0
10
10
5
10
CHO/OT.EGFP
cells
4.00
92.8
0
0
3.20
3
4
5
3
4
5
0
10
10
10
10
10
10
5.38
86.0
2.50
95.0
1.08
7.53
0
2.50
3
4
5
0
10
10
10
0
0
92.6
0
7.41
3
4
5
10
10
10
0
5
10
4
10
3
10
Control
CHO cells
CD8
CTV
B
*
15k
NS
*
10k
# of proliferated OT-1 T cells
5k
0
Splenic
cDC1s
Splenic
cDC2s
Splenic
B cells
CD8+ OT-1 T cells
Splenic cDC1s
Splenic cDC2s
Splenic B cells
96.7
3.26
0
0
3
4
5
0
10
10
10
30.8
69.2
2.38
95.2
0
0
0
2.38
3
4
5
0
0
10
10
10
5
10
4
10
3
10
0
3
4
5
10
10
10
CHO/OT.EGFP
cells
CD8
CTV
C
CD8+ OT-1 T cells
PBS
GM-CSF
91.6
8.41
0
0
3
4
5
0
10
10
10
26.3
31.6
26.3
15.8
cDC1s
CD8
CTV
*
2k
1k
0
+ GM-CSF
+ PBS
cDC1s
# of proliferated OT-1 T cells

## Slide 11

Supplementary Figure 9
SUPPLEMENTARY FIGURE 9. Cross-presentation of cell-associated OVA antigens to CD8+ OT-1 TCR transgenic naive T cells
(A) CD11c+MHCII+ cell subsets are isolated as APCs from FL-BM culture (at day 9) and then co-cultured with CTV-labeled naive CD8+ OT-1 T cells (APC:T = 1:1) plus heat-treated control CHO cells or CHO/OT.EGFP cells intracellularly expressing OT-1 and OT-2 epitope peptides (1×105 cells/well) for 4 days. (B) MHCII+ cell subsets are isolated as APCs from the spleen and then co-cultured with CTV-labeled naive CD8+ OT-1 T cells (APC:T = 1:3) plus heat-treated CHO/OT.EGFP cells (1×105 cells/well) for 4 days. Splenic APCs are isolated by flow cytometric sorting according to the surface markers as follows: CD11c+MHCII+33D1-XCR1+ cDC1s; CD11c+MHCII+33D1+XCR1- cDC2s; and CD11c-MHCII+CD19+ B cells. (C) cDC1-gated cells are isolated as APCs from FL-BM culture (at day 8) after being pulsed with OVA (100 μg/ml) for 30 minutes. Then, cDC1-gated cells are co-cultured with CTV-labeled naive CD8+ OT-1 T cells (APC:T = 1:10) with PBS (control) or GM-CSF (20 ng/ml) for 3 days. Representative flow cytograms (left) are from 2 independent experiments. Graphs (right) are shown in mean ± SEM (n = 4). *p ≤ 0.05; ***p ≤ 0.001; NS, not significant; one-way ANOVA test (A, B) and t-test (C).

## Slide 12

Supplementary Figure 10
MHCIIhi CD83-
CD115+ CX3CR1+
(Non-DCs)
MHCIIhi CD83+
CD115- CX3CR1-
(Mature cDC2s)
MHCIIhi CD83-
CD115- CX3CR1-
(Immature cDC2s)
***
***
***
20k
15k
gMFI
10k
5k
0
100
80
60
100%
40
20
0
3
4
5
0
10
10
10
100%
3
4
5
0
10
10
10
100%
3
4
5
0
10
10
10
MHCI
FMO
MHCI
p = 0.20
p = 0.58
p = 0.12
2.5
2.0
1.5
% of pOT-1/MHCI complex+
1.0
0.5
0
100
80
60
2.93%
40
20
0
3
4
5
0
10
10
10
1.50%
3
4
5
10
10
10
0
0.13%
3
4
5
0
10
10
10
25-D1.16
FMO
No antigen
OVA
***
100
***
***
80
60
% of pOT-1/MHCI complex+
40
20
0
100
80
60
35.0%
40
20
0
3
4
5
0
10
10
10
78.2%
3
4
5
0
10
10
10
19.4%
3
4
5
0
10
10
10
25-D1.16
FMO
No antigen
pOT-1 (4°C)
pOT-1 (37°C)
MHCIIhi non-DCs
MHCIIhi mature cDC2s
MHCIIhi immature cDC2s
SUPPLEMENTARY FIGURE 10. Expression of MHCI and antigen presentation by MHCI on MHCIIhi cDC2-gated cell subsets in FL-BM culture.
At day 9 of FL-BM culture, MHCIIhi cell subsets are analyzed to show their expression of surface MHCI with gMFI value (upper panels and graph). In parallel, FL-BM cultures are treated with 100 μg/ml of endotoxin-free OVA protein (middle panels and graph) or 1 μg/ml of OT-1 peptide (pOT-1, SIINFEKL) (lower panels and graph) for 18 hours before being analyzed for the surface levels of pOT-1/MHCI complex (H-2Kb bound to pOT-1) by staining with mAb 25-D1.16. For the 4°C controls, FL-BM culture is incubated with pOT1 on ice for 1 hour. Representatives are from 3 independent experiments and graphs are shown in mean ± SEM (n = 3).

## Slide 13

Supplementary Figure 11
A
B
MB
B
E
E
C
D
M
G
M
D
MB
G
SUPPLEMENTARY FIGURE 11. Electron micrographs of CD83+CD115-CX3CR1- mature cDC2s from FL-BM culture.
MHCIIhiCD83+CD115-CX3CR1- cells isolated from FL-BM culture are stained for electron micrographic analysis. (A, C) MHCIIhiCD83+CD115-CX3CR1- mature cDC2s exhibit dendrites or short protrusions in a lower magnification. (B, D) Close-ups of the perinuclear region show profiles of ER, mitochondria, and vacuoles. Multivesicular bodies are scattered through cytosol. Arrow, ER; G, Golgi; E, endosome; M, mitochondria; MB, multivesicular bodies. (A, C) Bar = 5000 nm; (B, D) Bar = 1000 nm.

## Slide 14

Supplementary Figure 12
A
B
G
B
D
C
G
M
C
D
*
*
*
*
*
E
E
*
E
E
E
E
E
E
MB
SUPPLEMENTARY FIGURE 12. Electron micrographs of CD83-CD115+CX3CR1+ non-DCs from FL-BM culture.
MHCIIhiCD83-CD115+CX3CR1+ cells isolated from FL-BM culture are stained for electron microscopic analysis. (A) MHCIIhiCD83-CD115+CX3CR1+ non-DCs exhibit larger cytosol compared to MHCIIhiCD83+CD115-CX3CR1- mature cDC2s (Supplementary Figure 11). (B-D) Inner cell spaces are shown in a higher magnification. Abundant ER and Golgi apparatus are shown in perinuclear regions. Some lysosomal or phagocytic structures are in cytoplasmic region near plasma membrane. Arrow, ER; G, Golgi; E, endosome; M, mitochondria; black asterisk, lysosome or phagolysosome; MB, multivesicular bodies. (A) Bar = 5000 nm; (B-D) Bar = 1000 nm.

## Slide 15

Supplementary Figure 13
-log2(FPKM of CD83+CD115-CX3CR1-
mature FL-cDC2s)
-log2(FPKM of CD83-CD115-CX3CR1- immature FL-cDC2s)
-log2(FPKM of CD83+CD115-CX3CR1-
mature FL-cDC2s)
-log2(FPKM of CD83-CD115+CX3CR1+ FL-cDC2-gated non-DCs)
-log2(FPKM of CD83-CD115-CX3CR1-
immature FL-cDC2s)
-log2(FPKM of CD83-CD115+CX3CR1+ FL-cDC2-gated non-DCs)
SUPPLEMENTARY FIGURE 13. Scatter plot analysis of gene expression profiles in MHCIIhi cDC2-gated cell subsets from FL-BM culture.
Scatter plots highlight genes differentially expressed in CD83+CD115-CX3CR1- mature cDC2s over CD83-CD115-CX3CR1- immature cDC2s (top); CD83+CD115-CX3CR1- mature cDC2s over CD83-CD115+CX3CR1+ non-DCs (middle); CD83-CD115-CX3CR1- immature cDC2s over CD83-CD115+CX3CR1+ non-DCs (bottom). Unexpressed genes are excluded and dashed lines indicate 2-fold change.

## Slide 16

Supplementary Figure 14
A
DCs-related genes
Macs-related genes
Hydrolase activity acting on eter bonds
Activation of immune response
Lipid binding
Positive regulation of immune system process
Innate immune response
Regulation of intracellular signaling
Cellular lipid metabolic process
Regulation of immune system process
Positive regulation of cytokine production
Defense response
Response to cytokine
Positive regulation of intracellular signaling
Cytokine production
Positive regulation of gene expression
Leukocyte chemotixis
Negative regulation of gene expression
Myeloid leukocyte migration
Taxis
Leukocyte migration
Cell chemotaxis
-2
-1.5
-1
-0.5
0
NES
Cell activation
Protein dimerization activation
Protein homodimerization activity
T cell activation
Chromosome
Protein-DNA complex
Cell adhesion
Positive regulation of multicellular organismal process
Lymphocyte activation
Positive regulation of cell proliferation
Negative regulation of cell proliferation
Signaling receptor binding
Regulation of cell activation
Epithelial cell proliferation
cell-cell adhesion
RNA pol II transcription regulation
Regulation of multicellular organismal development
Positive regulation of cell activation
Negative regulation of cell development
Mononuclear cell differentiatiation
0
0.5
1
1.5
2
2.5
NES
Enriched in peritoneal DC2s (FDR ≤ 0.25)
Enriched in SPMs (FDR ≤ 0.25)
B
Enrichment plot: T cell activation
Enrichment plot: cell activation
0.5
NES 1.89
FDR 0.05
NES 2.00
FDR 0.05
0.4
0.4
0.3
0.3
0.2
0.2
Enrichment score
Enrichment score
0.1
0.1
0.0
0.0
Peritoneal DC2s
SPMs
Peritoneal DC2s
SPMs
C
Enrichment plot:
regulation of immune system process
Enrichment plot: defense response
0.0
0.0
-0.1
-0.1
-0.2
-0.2
Enrichment score
Enrichment score
-0.3
-0.3
NES -1.63
FDR 0.19
NES -1.72
FDR 0.14
-0.4
-0.4
Peritoneal DC2s
SPMs
Peritoneal DC2s
SPMs

## Slide 17

Supplementary Figure 14
D
E
FL-cDC2-gated non-DCs
Mature FL-cDC2s
Mature FL-cDC1s
Immature FL-cDC1s
Immature FL-cDC2s
Splenic cDC2s
GM-DCs
Splenic cDC1s
MHCIIint GM-Macs
SPMs
Peritoneal DC2s
Peritoneal DC1s
FL-cDC2-gated non-DCs
GM-DCs
Mature FL-cDC1s
Mature FL-cDC2s
Peritoneal DC2s
Splenic cDC2s
SPMs
MHCIIint GM-Macs
SPMs
Immature FL-cDC2s
Splenic cDC1s
Peritoneal DC1s
Immature FL-cDC1s

## Slide 18

Supplementary Figure 14
SUPPLEMENTARY FIGURE 14. Comparison of gene expression profiles among the MHCII+ mononuclear phagocyte subsets in BM cultures, spleen, and peritoneal cavity.
DCs-related and Macs-related genes (182 for DCs and 201 for Macs) are collected from the publications of Sohn and others (29), Gautier and others (54), and Miller and others (53). The enrichment of those genes in various biological pathways is analyzed by GSEA (Gene Set Enrichment Analysis) between peritoneal DC2s and SPMs (A). Examples of GSEA plots for biological pathways enriched in peritoneal DC2s (B) and SPMs (C) are shown. Then, 58 DC signature genes and 57 Mac signature genes with |rank metric score| > 2.8 are selected. (D, E) Heatmaps show hierarchical clustering of select gene expression profiles among the MHCII+ mononuclear phagocyte cell subsets among the FL-BM and GM-BM cultures, the spleen, and the peritoneal cavity. Heatmaps for the differential expression of DC signature genes (D) and Mac signature genes (E) are shown. The color scale represent normalized FPKM read counts. RNA-seq data of the splenic cDC subsets (GSE157945) are from Ryu and others (33); those of the SPMs and peritoneal DC subsets (GSE130424) are from Sohn and others (29). NES, normalized enrichment score; FDR, false discovery rate.

## Slide 19

Supplementary Figure 15
cDC2-gated non-DCs
Mature cDC2s
Immature cDC2s
SUPPLEMENTARY FIGURE 15. Expression of Toll-like receptor genes in cDC2-gated cell subsets from FL-BM culture.
Heatmap shows hierarchical clustering on normalized FPKM read counts of TLR gene expression in cDC2-gated cell subsets from FL-BM culture.

## Slide 20

Supplementary Figure 16
A
MHCIIhi
cDC2-gated cells
cDC2s
73%
5
10
4
10
3
10
0
23%
3
-10
3
4
5
0
10
10
10
250K
14%
84%
200K
150K
100K
50K
0
4
5
0
10
10
38%
5
10
4
10
3
10
0
53%
3
-10
3
4
5
0
10
10
10
250K
13%
85%
200K
150K
100K
50K
0
4
5
0
10
10
Control
LPS
FSC-A
CD83
CD115
CX3CR1
*
*
80
60
40
20
0
% of MHCIIhicDC2-gated cells
Control
LPS
Non-DCs
cDC2s
MHCIIhi cDC2-gated cells
Derived from
MHCIIhi cDC2-gated
non-DCs
B
MHCIIhi
cDC2-gated cells
cDC2s
59.8
5
10
4
10
3
10
0
33.5
3
-10
3
4
5
0
10
10
10
250K
69.4
29.4
200K
150K
100K
50K
0
4
5
0
10
10
9.13
5
10
4
10
3
10
0
86.5
3
-10
3
4
5
0
10
10
10
250K
25.1
72.8
200K
150K
100K
50K
0
4
5
0
10
10
Control
LPS
**
**
100
80
60
40
20
0
% of MHCIIhicDC2-gated cells
Control
LPS
Non-DCs
cDC2s
MHCIIhi cDC2-gated cells
FSC-A
CD83
CD115
CX3CR1
Derived from
BM fillers
SUPPLEMENTARY FIGURE 16. Differentiation of MHCIIhi cDC2-gated non-DCs into cDC2s upon LPS stimulation.
MHCIIhi cDC2-gated non-DCs are isolated from FL-BM culture as in Figure 6C and co-cultured with BM filler cells for 4 days as in Figure 6B. After treatment with LPS (1 μg/ml) for 18 hours, cells derived from MHCIIhi cDC2-gated non-DCs (A) and BM fillers (B) are analyzed flow cytometrically. Representative flow cytograms are from 4 independent experiments. Graphs are shown in mean ± SEM (n = 3). *p ≤ 0.05; **p ≤ 0.01; one-way ANOVA test.

## Slide 21

Supplementary Figure 17
A
CD11c+ MHCIIhi
cDC2-gated
CD115- CX3CR1-
Control
50
40
30
20
10
0
% within CD11c+MHCIIhi cells
46%
5
10
4
10
3
10
2
10
51%
0
2
-10
3
4
5
0
10
10
10
5
10
72%
4
10
3
10
26%
2
10
0
2
-10
3
4
5
0
10
10
10
Non-DCs
Mature cDC2s
Control
Immature cDC2s
Poly I:C
80
60
40
20
0
% within CD11c+MHCIIhi cells
3.0%
5
10
4
10
3
10
2
10
0
96%
2
-10
3
4
5
0
10
10
10
5
10
90%
4
10
3
10
8.2%
2
10
0
2
-10
3
4
5
0
10
10
10
Poly I:C
(1 μg/ml)
CpG
80
60
40
20
0
Mature cDC2s
Immature cDC2s
MHCIIhi cDC2-gated non-DCs
% within CD11c+MHCIIhi cells
0.73%
5
10
4
10
3
10
2
10
0
98%
2
-10
3
4
5
0
10
10
10
5
10
72%
4
10
3
10
25%
2
10
0
2
-10
3
4
5
0
10
10
10
CpG
(1 μM)
CD115
CX3CR1
2A1
CD83
***
*
**
***
NS
**
***
***
**
60
40
% within CD11c+MHCIIhi cells
20
0
CpG
CpG
CpG
Poly I:C
Poly I:C
Control
Control
Control
Poly I:C
Immature cDC2s
Mature cDC2s
MHCIIhi cDC2-gated non-DCs

## Slide 22

Supplementary Figure 17
B
CD11c+ MHCIIhi
cDC2-gated
2A1- CD83-
2A1+ CD83+
5
10
36%
4
10
3
10
61%
2
10
0
2
-10
3
4
5
0
10
10
10
71%
5
10
4
10
3
10
2
26%
10
0
2
-10
3
4
5
0
10
10
10
96%
3
4
5
0
10
10
10
Non-DCs
Control
Immature cDC2s
Mature cDC2s
5
10
79%
4
10
3
10
18%
2
10
0
2
-10
3
4
5
0
10
10
10
21%
5
10
4
10
3
10
2
10
72%
0
2
-10
3
4
5
0
10
10
10
99%
3
4
5
0
10
10
10
Poly I:C
(1 μg/ml)
5
10
58%
4
10
3
10
36%
2
10
0
2
-10
3
4
5
0
10
10
10
3.9%
5
10
4
10
3
10
2
10
91%
0
2
-10
3
4
5
0
10
10
10
99%
3
4
5
0
10
10
10
CpG
(1 μM)
CD115
CX3CR1
CD115
CX3CR1
2A1
CD83
SUPPLEMENTARY FIGURE 17. MHCIIhi cDC2-gated non-DCs diminish by treatment with TLR agonists.
FL-BM culture is treated with poly I:C (1μg/ml) or CpG (1 μM) at culture day 8. After 18 hours of treatment, cells are harvested, washed, and stained with fluorescently labeled antibodies for flow cytometric analysis. CD11c+MHCIIhi cDC2-gated cells are shown with two different gating strategies (A and B). Representatives shown are from 4 independent experiments. Graphs are shown in mean ± SEM (n = 4).

## Slide 23

Supplementary Figure 18
A
Live
CD64- Ly6c-
Lineage- CD45+
CD11c- MHCII+
5
10
4
10
3
10
0
9.50
3
3
4
5
-10
0
10
10
10
5
10
4
10
58.1
3
10
0
3
-10
3
4
5
0
10
10
10
5
10
4
10
3
10
0
8.81
3
-10
3
4
5
0
10
10
10
100
80
56.8
60
40
20
0
3
4
5
0
10
10
10
Mesenteric
lymph nodes
Lineage
CD45
RORγt
CD11c
MHCII
CD64
Ly6c
Isotype control
B
MHCIIhi cDC2-gated cells
ILC3s &
Thetis cells
Immature cDC2s
Mature cDC2s
Non-DCs
100
80
60
40
20
0
3
4
5
0
10
10
10
4
5
3
10
10
0
10
3
4
5
0
10
10
10
100
80
57%
60
40
20
0
3
4
5
0
10
10
10
Isotype control
RORγt
C
Immature cDC2s
Mature cDC2s
MHCIIhi cDC2-gated non-DCs
gut ILC3
SUPPLEMENTARY FIGURE 18. MHCIIhi cDC2-gated cells in FL-BM culture do not express RORγt/Rorc. (A) Gating strategy for MHCII+RORγt+ ILC3s and Thetis cells according to the work of Akagbosu and others (57), showing the lineage (TCRβ, TCRγδ, CD19, B220, NK1.1)-CD45+CD64-Ly6c-CD11c-MHCII+RORγt+ cells from mesenteric lymph nodes of 3-week-old mice. (B) Histograms show the expression of RORγt among the MHCIIhi cDC2-gated cell subsets in FL-BM culture at day 9, in parallel with showing the expression of RORγt in MHCII+RORγt+ ILC3s and Thetis cells as in A. Representative flow histograms are from 3 independent experiments. (C) Heatmap shows hierarchical clustering of select gene expression profiles in the RNA-seq of MHCIIhi cDC2-gated cell subsets in FL-BM culture, with comparison to gut ILC3s in the RNA-seq (GSE135359) from Teng and others (58). The normalized FPKM read counts are calculated and shown in log2.

## Slide 24

Supplementary Figure 19
A
C57BL/6
CD45.1+ versus CD45.2+
CD45.1+
BM fillers
CD45.2+
pre-cDCs
Co-cultured with FLT3L
B
Singlet live
lineage-
CD11b-
CD11c+ MHCII-
250K
12.6
86.3
200K
150K
100K
50K
0
3
4
5
0
10
10
10
6.66
5
10
4
10
3
10
0
3
-10
3
4
5
0
10
10
10
250K
78.1
200K
150K
100K
50K
0
3
4
5
0
10
10
10
Before sorting
250K
96.7
2.22
200K
150K
100K
50K
0
3
4
5
0
10
10
10
97.7
5
10
4
10
3
10
0
3
-10
3
4
5
0
10
10
10
250K
98.8
200K
150K
100K
50K
0
3
4
5
0
10
10
10
After sorting
Pre-cDCs
CD11c
MHCII
FSC-A
CD135
FSC-A
CD11b

## Slide 25

Supplementary Figure 19
C
Derived from CD45.2+ pre-cDCs
Co-culture
Day 3
Day 6
CD11c+
MHCIIhi
cDC2-gated
cDC2s
5
85.6
10
4
10
3
10
0
0
50K
100K
150K
200K
250K
97.3
5
10
4
10
3
10
0
3
3
4
5
-10
0
10
10
10
5
53.6
10
4
10
3
10
0
44.0
3
-10
3
4
5
0
10
10
10
250K
22.9
69.2
200K
150K
100K
50K
0
3
4
5
0
10
10
10
85.8
5
10
4
10
3
10
0
0
50K
100K
150K
200K
250K
5
10
99.9
4
10
3
10
0
3
4
5
0
10
10
10
5
10
68.9
4
10
3
10
0
24.3
3
4
5
0
10
10
10
250K
73.7
26.3
200K
150K
100K
50K
0
3
4
5
0
10
10
10
CD172α
CD24
MHCII
FSC-A
FSC-A
CD83
CD115
CX3CR1
SUPPLEMENTARY FIGURE 19. Co-culture of pre-cDCs and BM fillers with FLT3L.
(A) Schematic view on the co-culture of pre-cDCs and BM fillers with FLT3L for 6 days.
(B) Gating strategy for the sorting (upper panels) and resulting purity (lower panels) of pre-cDCs from the BM. Cells expressing lineage markers (CD3, CD19, CD49b, Gr-1, Sca-1, CD117) are excluded. (C) Differentiation of pre-cDCs over time in FL-BM co-culture. Representative flow cytograms shown are from 4 independent experiments.

## Slide 26

Supplementary Figure 20
A
C57BL/6
CD45.1+ versus CD45.2+
CD45.1+
BM fillers
CD45.2+
CDPs
Co-cultured with FLT3L
B
Singlet live
Lineage-
CD117int CD115+
5
10
4
10
3
10
11.2
0
0
50K
100K
150K
200K
250K
5
10
2.53
4
10
3
10
0
3
4
5
0
10
10
10
34.6
5
10
4
10
3
10
0
0
50K
100K
150K
200K
250K
Before sorting
CDPs
5
10
4
10
3
10
97.4
0
0
50K
100K
150K
200K
250K
5
10
76.3
4
10
3
10
0
3
4
5
0
10
10
10
100
5
10
4
10
3
10
0
0
50K
100K
150K
200K
250K
CDPs
After sorting
Lineage
FSC-A
CD115
CD117
CD135
FSC-A

## Slide 27

Supplementary Figure 20
C
Derived from CD45.2+ CDPs
Co-culture
Day 4
Day 8
CD11c+
MHCIIhi
cDC2-gated
cDC2s
5
69.9
10
4
10
3
10
0
0
50K
100K
150K
200K
250K
98.3
5
10
4
10
3
10
0
3
4
5
0
10
10
10
5
80.8
10
4
10
3
10
0
16.6
3
3
4
5
-10
0
10
10
10
250K
11.1
87.0
200K
150K
100K
50K
0
3
4
5
0
10
10
10
39.0
5
10
4
10
3
10
0
0
50K
100K
150K
200K
250K
98.1
5
10
4
10
3
10
0
3
4
5
0
10
10
10
86.3
5
10
4
10
3
10
0
11.7
4
5
0
10
10
250K
66.7
25.0
200K
150K
100K
50K
0
3
4
5
0
10
10
10
CD172α
CD24
MHCII
FSC-A
FSC-A
CD83
CD115
CX3CR1
SUPPLEMENTARY FIGURE 20. Co-culture of CDPs and BM fillers with FLT3L.
(A) Schematic view on the co-culture of CDPs and BM fillers with FLT3L for 8 days.
(B) Gating strategy for the sorting (upper panels) and resulting purity (lower panels) of CDPs from the BM. Cells expressing lineage markers (CD3, CD11b, CD11c, CD19, CD49b, CD127, B220, MHCII, Gr-1, Sca-1, TER-119) are excluded. (C) Differentiation of CDPs over time in FL-BM co-culture. Representative flow cytograms shown are from 4 independent experiments.

## Slide 28

Supplementary Figure 21
A
C57BL/6
CD45.1+ versus CD45.2+
CD45.1+
BM fillers
CD45.2+
monocytes
Co-cultured with FLT3L
B
Singlet live
Lineage-
CD11b⁺
250K
57.0
200K
150K
100K
50K
0
5
3
3
4
-10
0
10
10
10
5
10
4
10
3
10
0
16.8
5
3
4
0
10
10
10
5
10
4
10
3
10
0
65.2
3
-10
0
50K
100K
150K
200K
250K
Before sorting
5
10
4
10
3
10
0
99.2
3
-10
0
50K
100K
150K
200K
250K
250K
98.9
200K
150K
100K
50K
0
3
3
4
5
-10
0
10
10
10
5
10
4
10
3
10
95.6
0
3
4
5
0
10
10
10
After sorting
Monocytes
Lineage
FSC-A
Ly6G
Ly6C
FSC-A
CD11b

## Slide 29

Supplementary Figure 21
C
Derived from CD45.2+ monocytes
Co-culture
Day 3
Day 6
CD11c+
MHCIIhi
cDC2-gated
cDC2s
5
9.17
10
4
10
3
76.5
10
2
10
10.6
0
2
-10
0
50K
100K
150K
200K
250K
5
10
98.6
4
10
3
10
1.17
0
3
4
5
0
10
10
10
5
94.6
10
4
10
3
10
0
4.26
3
4
5
0
10
10
10
250K
88.9
11.1
200K
150K
100K
50K
0
3
4
5
0
10
10
10
5
1.44
10
4
10
3
65.6
10
28.9
0
0
50K
100K
150K
200K
250K
5
10
76.0
4
10
3
10
0
0
3
4
5
0
10
10
10
5
94.7
10
4
10
3
10
0
5.26
3
4
5
0
10
10
10
250K
0
100
200K
150K
100K
50K
0
3
4
5
0
10
10
10
CD172α
CD24
MHCII
FSC-A
FSC-A
CD83
CD115
CX3CR1
SUPPLEMENTARY FIGURE 21. Co-culture of monocytes and BM fillers with FLT3L.
(A) Schematic view on the co-culture of monocytes and BM fillers with FLT3L for 6 days.
(B) Gating strategy for the sorting (upper panels) and resulting purity (lower panels) of monocytes from the BM. Cells expressing lineage markers (CD3, CD11c, CD19, CD49b, CD117, CD135, Gr-1, Sca-1, F4/80) are excluded. (C) Differentiation of monocytes over time in FL-BM co-culture. Representative flow cytograms shown are from 4 independent experiments.

## Slide 30

Supplementary Figure 22
A
C57BL/6
CD45.1+ versus CD45.2+
CD45.1+
BM fillers
CD45.2+
cMoPs
Co-cultured with FLT3L
B
Singlet live
Lineage- CD117+
CD115+
CD16/32+ CD34+
5
10
4
10
4.93
3
10
0
3
4
5
0
10
10
10
5
10
23.5
4
10
3
10
0
0
50K
100K
150K
200K
250K
5
56.5
10
4
10
3
10
2
10
0
2
-10
3
4
5
0
10
10
10
5
10
78.4
4
10
3
10
0
3
4
5
0
10
10
10
5
10
4
10
100
3
10
0
3
4
5
0
10
10
10
5
10
78.8
4
10
3
10
0
0
50K
100K
150K
200K
250K
5
97.8
10
4
10
3
10
2
10
0
2
-10
3
4
5
0
10
10
10
5
10
100
4
10
3
10
0
3
4
5
0
10
10
10
cMoPs
CD16/32
CD34
Lineage
CD117
CD135
Ly6C
CD115
FSC-A
Before sorting
After sorting

## Slide 31

Supplementary Figure 22
C
Derived from CD45.2+ cMoPs
Co-culture
Day 4
Day 8
CD11c+
MHCIIhi
cDC2-gated
cDC2s
5
0.83
10
4
10
35.6
3
10
61.3
2
10
0
2
-10
0
50K
100K
150K
200K
250K
5
85.7
10
4
10
3
10
0
3
4
5
0
10
10
10
5
100
10
4
10
3
10
0
0
4
5
0
10
10
250K
0
0
200K
150K
100K
50K
0
3
4
5
0
10
10
10
5
1.67
10
4
10
36.0
3
10
61.0
0
0
50K
100K
150K
200K
250K
5
80.0
10
4
10
3
10
0
3
4
5
0
10
10
10
5
50.0
10
4
10
3
10
50.0
0
4
5
0
10
10
250K
100
0
200K
150K
100K
50K
0
3
4
5
0
10
10
10
CD172α
CD24
MHCII
FSC-A
FSC-A
CD83
CD115
CX3CR1
SUPPLEMENTARY FIGURE 22. Co-culture of cMoPs and BM fillers with FLT3L.
(A) Schematic view on the co-culture of cMoPs and BM fillers with FLT3L for 8 days.
(B) Gating strategy for the sorting (upper panels) and resulting purity (lower panels) of cMoPs from the BM. Cells expressing lineage markers (CD3, CD11b, CD11c, CD19, CD49b, CD127, B220, MHCII, Sca-1, TER-119) are excluded. (C) Differentiation of cMoPs over time in FL-BM co-culture. Representative flow cytograms shown are from 3 independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

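RNA of 7 sorted subsets of bone marrow cultures was sequenced in 13 libraries, 2 per subset except 1 for mature FL-cDC1s. The authors deposited 6 tables with a raw read count and an FPKM value per library for 24532 mouse genes, with Entrez identifiers and RefSeq transcripts. The deposited counts are whole reads per gene that were not normalized, and the deposited FPKM are the authors' values scaled to transcript length and library total. The paper names HISAT 2.1.0 and StringTie 1.3.4d, and the submitters' processing notes name bcl2fastq 2.20.0, Trimmomatic, STAR 2.6.0c, HTSeq and StringTie 1.3.4d, and the 2 sources also name different instruments. Settings of alignment and counting, and whether strand was used, are not given in the sources used here. The libraries were made with a kit that amplifies cDNA by PCR without molecular identifiers, so floors cover counting error only. Standard errors also include the spread between these libraries.

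Of the genes, 17308 had at least 1 read in any library, and 12002 had an FPKM of at least 1 in any library. All 26 columns of per-library values were used. For 5213 genes with over 500 reads in every library, 93.5% of the ratios of count to FPKM, each relative to library, lay within 1% of the gene's median. Gene coordinates were added from RefSeq GRCm38.p6, the build of mm10, and are not the authors'. They were matched by Entrez gene identifier, which succeeded for 24462 of 24532 genes. Reads of close paralogs (Lyz1 and Lyz2, Tlr1 and Tlr6, the H2 genes and the C-type lectin, Ear and globin families) may be shared, and their levels are uncertain to that extent.

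Counts were tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr with default settings, TMM factors, quasi-likelihood fit and test, Benjamini-Hochberg adjustment, threshold 0.05). The 3 cDC2-gated subsets were compared in a fit of their 6 libraries, GM-DCs and GM-Macs in a fit of their 4 libraries, and non-DCs and GM-Macs in a fit of all 13 libraries. The biological coefficient of variation of these fits was 25.8%, 38.3% and 35.9%. A standard error is the size of the log2 fold change divided by the square root of the F statistic. A difference in the maturation change between FL-cDC2s and FL-cDC1s was tested as a contrast in the fit of all 13 libraries, with the single mature FL-cDC1 library assumed to vary like the other subsets. The paper states a 2-fold threshold, for its statistics in general analysis of variance and Student's t-test, and gene set enrichment analysis for RNA-seq gene sets, and its text names no test of single genes for the RNA-seq comparisons. Distances, principal components and complete linkage were computed in Python 3.11.15 on log2(FPKM + 1), and correlations with SciPy 1.17.1.

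The 30 gene lists held 452 genes, 32 of them in more than 1 list: mature DC, cDC lineage, cDC1 and cDC2 markers, macrophage, monocyte, Toll-like receptors, TLR signaling adaptors, MHC class II and class I presentation, lysosome, uptake receptors, T cell costimulation and cytokines, NF-κB pathway, cell cycle, interferon-stimulated, cholesterol synthesis, glycolysis, immediate early and stress, ILC3, Janus cell and Thetis cell genes, pDC, neutrophil, B cell, T cell, NK cell, mast cell and basophil, eosinophil, erythroid, platelet and megakaryocyte, and stroma. Lists with at least 2 tested genes gave 149 pairs of list and comparison, tested with camera (preset correlation 0.01) in limma 3.58.1. Genes named are those the paper names in its results, those labelled in Supplementary Figures 13, 15 and 18C, members of the lists, genes of the sorting markers, Zbtb46, and for each comparison the 10 largest changes in each direction past the test with a mean of at least 10 FPKM in the higher group and no overlap between groups. This gave 568 genes, and 4 more (Ighm, Trac, Trbc1 and Trbc2) were not in the tables. Some of the genes are not reported here.

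The tests were checked on simulated counts with 200 changed genes. Many more genes passed in the data, such as 6152 of 13242 for mature over immature FL-cDC2s. Recovery and the false share depend on the number of changed genes, so the values below need not hold for the data. In every comparison the false share lay above the level set by the threshold. For mature over immature FL-cDC2s (13018 genes), 20%, 74%, 88% and 92% of genes changed 2-, 4-, 8- and 16-fold were recovered, and 8.05% of calls were false. The shares were 12%, 72%, 86% and 92% for mature FL-cDC2s over non-DCs (12976 genes, 12.7% of calls false), 18%, 60%, 90% and 92% for immature FL-cDC2s over non-DCs (12972 genes, 6.47%), 0%, 36%, 72% and 86% for GM-DCs over GM-Macs (12857 genes, 12.6%), and 0%, 34%, 64% and 80% for non-DCs over GM-Macs (14496 genes, 8.25%). Camera called 5 of 5 changed lists and 0 of 145 unchanged lists at the preset correlation, and 4 of 5 and 0 of 145 with an estimated correlation. Genes were simulated independently of each other, so this check cannot show the false calls for lists whose genes vary together. Clustering of simulated libraries recovered 3 of 3 groups of subsets and 7 of 7 subsets over 12002 genes. The groups were built with differences large against the noise, so this checks the code and not how well the real subsets separate.

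Alternatives covered DESeq2 1.42.0, upper-quartile factors, library size alone, no filter on low counts, limma on log2(FPKM + 1) and log2(FPKM + 0.1), a 2-fold threshold with and without the test, other libraries in the fit, the replicate number as a block, other scales and distances, and leaving out each library in turn. Splenic, peritoneal and gut samples of the paper's comparisons were not analysed here.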

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

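The test of the difference in maturation change between FL-cDC2s and FL-cDC1s, and the test of carried-over cells, were chosen after the results were seen. The difference passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment for 901 of 14936 genes, 154 with a higher and 747 with a lower log2 change in FL-cDC2s. Clec10a, the C-type lectin of cDC2s, had a log2 change of -9.88 in FL-cDC2s and 0.79 in FL-cDC1s, and Clec4e of -4.74 and 3.23. The 15 cDC2 markers, with Clec10a among them, summed to 77.8 ± 1.60 FPKM in immature FL-cDC1s and 1332 ± 231 in immature FL-cDC2s. As a set they had less room to fall in FL-cDC1s. Cd81, a tetraspanin, which was chosen after its values were seen, had changes of 6.28 and 0.90. Without a library of the mature FL-cDC2s the count was 530 or 468, and 572 without replicate 2 of the immature FL-cDC2s, while it was 1884 by DESeq2 and 1240 with library size alone. There was 1 library of mature FL-cDC1s, whose spread was assumed to equal that of the other subsets. It came from another deposited table than the immature FL-cDC1 libraries, so maturation and table coincide for FL-cDC1s.

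Of the 747 genes with a lower change in FL-cDC2s, 304 had a lower FPKM in mature than in immature FL-cDC1s, and 26 of these were at 100 FPKM or more in immature FL-cDC1s, where they kept a median of 25.3% of that level in the mature FL-cDC1 library (quartiles 21.5% and 28.1%), against 1.5% in FL-cDC2s. A candidate explanation is that immature FL-cDC1s were carried into the mature FL-cDC1 library, since carried cells would hold every abundant gene of theirs above a common share. It can apply only to genes that fell in FL-cDC1s, and not to those that rose there, such as Clec10a and Clec4e. Of 628 genes at 100 FPKM or more in immature FL-cDC1s, 0.318% lay below 0.5 times that median. In the same comparison of FL-cDC2s it was 12.9% of 669 genes. The lowest of the 628 genes kept 11%, and a carried share common to all of them could not exceed that. Carried cells could then give part of the 25.3% but not all of it. The 26 genes were chosen for a larger fall in FL-cDC2s, so their 1.5% there follows in part from the choice. A slower or smaller fall of these genes in FL-cDC1s as a property of the cells stays open too, and neither is excluded, with 1 library.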

How the results depend on the processing

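The alternatives of the difference in maturation between FL-cDC2s and FL-cDC1s, the list counts without replicate 2 of the immature FL-cDC2s and the clustering on genes at least 2-fold different were chosen after the data were seen. The counts of genes past the test stayed within 1.5 times of the values given at each comparison under DESeq2 (6530, 7415, 6717, 3620 and 4401, in the order mature over immature FL-cDC2s, mature FL-cDC2s over non-DCs, immature FL-cDC2s over non-DCs, GM-DCs over GM-Macs and non-DCs over GM-Macs), upper-quartile factors, library size alone, no filter and limma, except as follows. At least 2-fold with no test gave 3837 for mature over immature FL-cDC2s and 3961 for mature FL-cDC2s over non-DCs. Leaving out each library in turn gave 4851 to 5311, 4721 to 5916, 3851 to 5749, 1599 to 4264 and 752 to 3076 in the same order, above the value given at the comparison for GM-DCs over GM-Macs without a GM-Mac library and for non-DCs over GM-Macs without replicate 1 of the GM-Macs. The cause of these changes was not tested.

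The distance by which non-DCs lay nearer to GM-Macs than to immature FL-cDC2s, 38.6 on log2(FPKM + 1), kept its sign, at 48.4 with a pseudocount of 0.1, 42.6 on TMM log2 CPM, 35.8 over the 2000 genes of largest variance, 31.7 on z-scores, 30.9 after quantile normalization and 0.0674 as 1 minus Spearman's correlation, and 32.0 to 45.1 with each library left out. The distance by which GM-DCs lay nearer to mature FL-cDC2s than to GM-Macs, 12.2, was 0.241 with a pseudocount of 0.1 and 0.0268 as 1 minus Spearman's correlation, turned to -8.80 on TMM log2 CPM (-2.04 and -15.6 for the 2 GM-DC libraries), and was 3.47 to 20.8 with each library left out. The cause was not tested. The correlation of the maturation changes was 0.596 on TMM log2 CPM in place of 0.717 (0.663 to 0.728 with each library left out), and that of the non-DC and GM-Mac changes was 0.244 as Spearman's in place of 0.347 (0.280 to 0.396). Camera called 55 of 149 pairs of list and comparison with its preset correlation, 52 with the replicate block and 56 on FPKM, 0 with an estimated correlation (the cause was not tested), and fry called 92. Of list members 1297 passed, and 1386 adjusted over the list alone. The difference in maturation change between FL-cDC2s and FL-cDC1s passed for 1884 genes by DESeq2, 1240 with library size alone, and 468 to 1022 with each library left out.

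The replicate numbers were set as a block in the same comparisons and gave 5228, 6110, 5345, 3064 and 2844 genes, and 789 for the maturation difference. Deviations of equally numbered libraries correlated at 0.06, -0.07 and -0.10 among the cDC2-gated subsets, 0.09 for GM-DCs and GM-Macs and -0.10 for non-DCs and GM-Macs, and ran from -0.16 to 0.31 (immature FL-cDC1s and GM-Macs) over all 15 pairs of subsets. Nothing was paired. Of 209 pairs of named gene and comparison, 193 passed the test and 167 passed under every alternative. 5 changed direction under at least 1 alternative, and none of these was past the threshold in the values given at the comparison: Cd86 for mature over immature FL-cDC2s was 0.073 without replicate 2 of the immature FL-cDC2s (-0.528 to 0.073 with each library left out), and for non-DCs over GM-Macs C3ar1 was -0.061 with library size alone, -0.047 in the 3 settings of limma and -0.058 at 2-fold with no test (-0.011 to 0.206 with each library left out, the extremes without a GM-Mac library), Flt3 was -0.020 with library size alone and -0.004 at 2-fold with no test (-0.616 to 2.27), Lyz2 was -0.606 to 0.486 and Zbtb46 -1.78 to 0.232 with each library left out. Depth limits genes near 3 reads per library, where a count of 0 does not show absence.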

Differences from the paper's values

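The paper gives no numbers for RNA-seq values of these subsets in its text, so the differences here are from its statements and figures. The enrichment scores in Supplementary Figure 14 are of peritoneal cells.

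Fig. 5A places CD83-positive and CD83-negative subsets apart on the first component and non-DCs and GM-Macs apart on the second. Here component 1 (33.4% of the variance) parted non-DCs and GM-Macs from the FL-cDC subsets, and component 2 (31.4%) parted CD83-positive from CD83-negative subsets. The groups of neighbouring subsets are those of Fig. 5A.

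Fig. 5B groups immature FL-cDC2s with immature FL-cDC1s on z-scores of randomly selected genes. In 7 of 9 settings the 3 groups were those of Fig. 5B, and in both settings on z-scores immature FL-cDC2s joined mature FL-cDC2s, mature FL-cDC1s and GM-DCs, with immature FL-cDC1s alone. The z-score setting over 10230 genes at least 2-fold different between any 2 subsets was chosen after seeing the values. Fig. 8B reports a Zbtb46 reporter at similar levels in the non-DCs, there named pre-cDC2s, and in immature cDC2s. Zbtb46 mRNA was lower in non-DCs than in immature FL-cDC2s here, with values under the other observations. A reporter and mRNA are unlike measures, and the cause of the difference was not tested.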

Other observations

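The tests of carried-over cells were chosen after the results were seen, and the gene lists were not. Part of the genes of antigen presentation differed between mature and immature FL-cDC2s. The counts below are of list members, and camera with an estimated correlation called 0 of 149 pairs of list and comparison. Of 17 genes of MHC class I presentation, 13 were higher and 0 lower (13 and 0 adjusted over the list alone, with 1 lower at an unadjusted p under 0.05 and 1 by DESeq2) in mature than in immature FL-cDC2s (edgeR, adjusted), or 9 higher and 2 lower with library size alone and 8 higher at 2-fold with no test. Psme2, a subunit of the proteasome activator, rose 9.71-fold, B2m, the light chain of class I molecules, 5.72-fold and Nlrc5, their transcription factor, 12.0-fold. Of 17 genes of MHC class II presentation, 0 were higher and 9 lower (0 and 10 adjusted over the list alone, with 2 higher at an unadjusted p under 0.05 and 1 by DESeq2). March1, a ubiquitin ligase that turns over class II molecules, fell 189-fold, H2-Ob, which restrains their loading, 34.9-fold and Ciita, the class II transactivator, 3.47-fold. The first 2 act against the route, so these counts do not give its direction. For the lysosomal genes that follow, 4 in place of 7 were higher with library size alone. Of 34 lysosomal genes 7 were higher and 15 lower (7 and 15 adjusted over the list alone), or 7 and 13 without replicate 2 of the immature FL-cDC2s, with Lamp1 5.24-fold higher. Of 24 uptake receptors 1 was higher and 17 lower (2 and 20 adjusted over the list alone), or 2 and 16 without that library, in which macrophage transcripts were higher, with Itgb2, an integrin chain, 21.1-fold and Fcgr2b, an inhibitory Fc receptor, 63.6-fold lower.

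Members of other lists passed the test too. Of 19 genes of cholesterol synthesis 13 were higher and 0 lower (14 and 0 adjusted over the list alone, with 1 lower at an unadjusted p under 0.05 and 0 by DESeq2), or 5 higher at 2-fold with no test, with Idi1, an isomerase of the pathway, 13.9-fold and Cyp51 3.65-fold higher. Of 15 glycolysis genes 0 were higher and 7 lower (0 and 7 adjusted over the list alone, with 0 higher at an unadjusted p under 0.05 and 0 by DESeq2), or 4 lower without replicate 1 of the mature FL-cDC2s, with Slc2a1, the glucose transporter GLUT1, 3.15-fold lower. Of 19 interferon-stimulated genes 10 were higher and 2 lower (10 and 2 adjusted over the list alone), or 3 higher at 2-fold with no test and 4 lower with library size alone, with Mx1 47.8-fold higher and Ifit2 3.58-fold lower. Of 19 immediate early and stress genes 2 were higher and 8 lower (2 and 8 adjusted over the list alone), or 4 higher without replicate 2 of the immature FL-cDC2s, 1 higher at 2-fold with no test, 5 lower with all 13 libraries in the fit and 12 lower by limma on log2(FPKM + 1), with Egr1 94.7-fold lower. Of 15 cDC1 markers 3 were higher and 7 lower (3 and 7 adjusted over the list alone), with Ly75, the receptor DEC-205, 58.1-fold higher and Wdfy4, which cDC1s need to cross-present, 132-fold lower. Of 8 pDC genes 1 was higher and 4 lower (1 and 4 adjusted over the list alone), or 2 lower without replicate 2 of the mature FL-cDC2s and 0 higher at 2-fold with no test, with Siglech 21.2-fold lower.

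Immature FL-cDC2s and non-DCs differed in members of the uptake and lysosome lists. The paper examines uptake by flow cytometry, and its electron micrographs are labelled as mature cDC2s and non-DCs, not immature cDC2s. In mature FL-cDC2s over non-DCs, 0 lysosomal genes were higher and 30 lower, and 0 uptake receptors were higher and 24 lower. At 2-fold with no test, 23 were lower in each list. Of 34 lysosomal genes 0 were higher and 30 lower (1 and 30 adjusted over the list alone, with 1 higher at an unadjusted p under 0.05 and 1 by DESeq2) in immature FL-cDC2s than in non-DCs, or 0 and 29 without replicate 2 of the immature FL-cDC2s, with Ctsk, a cathepsin, 80.6-fold lower, and of 24 uptake receptors 0 were higher and 21 lower (0 and 21 adjusted over the list alone, with 0 higher at an unadjusted p under 0.05 and 0 by DESeq2), or 0 and 21 without it. Of 17 genes of MHC class I presentation 3 were higher and 8 lower (4 and 8 adjusted over the list alone), or 7 higher and 6 lower with library size alone, 1 higher without replicate 2 of the non-DCs and 1 lower at 2-fold with no test, and of 17 genes of MHC class II presentation 6 were higher and 3 lower (7 and 3 adjusted over the list alone), or 12 and 2 with library size alone and 1 lower at 2-fold with no test. Of 15 glycolysis genes 0 were higher and 13 lower (0 and 13 adjusted over the list alone, with 0 higher at an unadjusted p under 0.05 and 0 by DESeq2), or 1 lower at 2-fold with no test, and of 19 genes of cholesterol synthesis 1 was higher and 13 lower (2 and 13 adjusted over the list alone), or 1 lower at 2-fold with no test, 6 lower without replicate 1 of the non-DCs and 7 without replicate 2 of the non-DCs or replicate 1 of the immature FL-cDC2s. Of 19 immediate early and stress genes 8 were higher and 1 lower (8 and 1 adjusted over the list alone), or 3 higher without replicate 1 of the non-DCs and 4 without replicate 2 of the immature FL-cDC2s.

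Markers of other cell types were summed per subset. The summed level of 13 neutrophil genes was 654 ± 112 FPKM in non-DCs, most of it Mmp8 and Mmp9, which macrophages also express, 14.0 in immature FL-cDC2s and 457 ± 99.0 in GM-Macs. Platelet genes reached 585 FPKM in GM-Macs, nearly all of it Pf4, against 17.1 in non-DCs. The eosinophil sum was 41.8 FPKM in GM-Macs, mostly Ear2, and 7.06 in immature FL-cDC2s. B cell genes were at 27.1, 39.4 and 24.9 FPKM in non-DCs, immature and mature FL-cDC2s, most of it Cd79b. T cell genes were at 16.0, 5.47 and 0.323 in the same order, nearly all of it Cd28 in non-DCs. NK cell genes were at 1.06, 23.8 and 57.2 (nearly all of it Klrk1 in the cDC2s), mast cell and basophil genes at 0.541, 1.64 and 1.17, erythroid genes at 0.0206, 0.203 and 0.304, and stroma genes at 1.77, 0.562 and 0.0149.

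Zbtb46, a transcription factor of cDCs (Entrez gene 72147, chromosome 2 from 181371009 to 181493262 in mm10), was at 1.67 ± 0.188 FPKM in non-DCs, 56.6 ± 13.2 in immature FL-cDC2s and 147 ± 29.2 in mature FL-cDC2s (mean ± SD, n = 2 each), a log2 fold change of 4.45 for immature FL-cDC2s over non-DCs (standard error 0.29, adjusted p = 2.83e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It did not pass the test between non-DCs and GM-Macs (adjusted p = 0.185 from the same test). Fig. 8B reports another measure, a fluorescent reporter of Zbtb46, which the paper found equally high in these non-DCs, its pre-cDC2s, and in immature cDC2s. The mRNA levels here differ from that equality, and the cause was not tested. That the low level in non-DCs came from immature FL-cDC2s carried into the non-DC libraries was tested against the other abundant genes of immature FL-cDC2s, and 8 of 669, among them Ltb, Cd7 and Flt3, lay below 0.5 times the share of Zbtb46 in both libraries (3.18% and 2.71% of the immature level). For mature FL-cDC2s carried into the non-DC libraries, 14 of 573 genes, among them Fscn1, Ccr7 and Ccl22, lay below it (1.22% and 1.04%), so neither source alone accounts for the level. The test was changed after its first forms had been run: a median over genes low in GM-Macs (1.13% over 10 genes and 2.05% over 12), then a minimum of 10 genes in place of 5, which the 8 genes would not have reached.

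Macrophage transcripts were higher in replicate 2 than in replicate 1 of the immature FL-cDC2s. Of 45 genes at 100 FPKM or more in non-DCs and under 5 in mature FL-cDC2s, the difference was above 0 for 91.1%, with a median of 1.86% of the non-DC level (quartiles 0.996% and 2.98%, a ratio of 2.99 that lies just below the limit of 3 set after the values were seen). Among the genes that went the other way were Clec4a3 (-18.7%), Itgam (-3.99%) and Hmox1 (-0.282%). A carry-over of cells of the non-DC gate could account for the difference, and a difference in the state of the cells between the 2 libraries stays open as untested. Over the same 45 genes the median was 2.3% of the non-DC level in replicate 1 and 4.32% in replicate 2. Leaving out replicate 2 thus removes no carry-over shared by both libraries, and whether there was any was not tested.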
